# IC100, a humanized therapeutic monoclonal anti-ASC antibody alleviates oxygen-induced retinopathy in mice

**DOI:** 10.1007/s10456-024-09917-9

**Published:** 2024-05-06

**Authors:** Huijun Yuan, Shaoyi Chen, Matthew R. Duncan, Juan Pablo de Rivero Vaccari, Robert W. Keane, W. Dalton Dietrich, Tsung-Han Chou, Merline Benny, Augusto F. Schmidt, Karen Young, Kevin K. Park, Vittorio Porciatti, M. Elizabeth Hartnett, Shu Wu

**Keywords:** ASC, Oxygen-induced retinopathy, IC100, Microglia, Transcriptome

## Abstract

**Background:**

Retinopathy of prematurity (ROP), which often presents with bronchopulmonary dysplasia (BPD), is among the most common morbidities affecting extremely premature infants and is a leading cause of severe vision impairment in children worldwide. Activations of the inflammasome cascade and microglia have been implicated in playing a role in the development of both ROP and BPD. Apoptosis-associated speck-like protein containing a caspase recruitment domain (ASC) is pivotal in inflammasome assembly. Utilizing mouse models of both oxygen-induced retinopathy (OIR) and BPD, this study was designed to test the hypothesis that hyperoxia induces ASC speck formation, which leads to microglial activation and retinopathy, and that inhibition of ASC speck formation by a humanized monoclonal antibody, IC100, directed against ASC, will ameliorate microglial activation and abnormal retinal vascular formation.

**Methods:**

We first tested ASC speck formation in the retina of ASC-citrine reporter mice expressing ASC fusion protein with a C-terminal citrine (fluorescent GFP isoform) using a BPD model that causes both lung and eye injury by exposing newborn mice to room air (RA) or 85% O_2_ from postnatal day (P) 1 to P14. The retinas were dissected on P14 and retinal flat mounts were used to detect vascular endothelium with AF-594-conjugated isolectin B4 (IB4) and citrine-tagged ASC specks. To assess the effects of IC100 on an OIR model, newborn ASC citrine reporter mice and wildtype mice (C57BL/6 J) were exposed to RA from P1 to P6, then 75% O_2_ from P7 to P11, and then to RA from P12 to P18. At P12 mice were randomized to the following groups: RA with placebo PBS (RA-PBS), O_2_ with PBS (O_2_-PBS), O_2_ + IC100 intravitreal injection (O_2_-IC100-IVT), and O_2_ + IC100 intraperitoneal injection (O_2_-IC100-IP). Retinal vascularization was evaluated by flat mount staining with IB4. Microglial activation was detected by immunofluorescence staining for allograft inflammatory factor 1 (AIF-1) and CD206. Retinal structure was analyzed on H&E-stained sections, and function was analyzed by pattern electroretinography (PERG). RNA-sequencing (RNA-seq) of the retinas was performed to determine the transcriptional effects of IC100 treatment in OIR.

**Results:**

ASC specks were significantly increased in the retinas by hyperoxia exposure and colocalized with the abnormal vasculature in both BPD and OIR models, and this was associated with increased microglial activation. Treatment with IC100-IVT or IC100-IP significantly reduced vaso-obliteration and intravitreal neovascularization. IC100-IVT treatment also reduced retinal microglial activation, restored retinal structure, and improved retinal function. RNA-seq showed that IC100 treatment corrected the induction of genes associated with angiogenesis, leukocyte migration, and VEGF signaling caused by O_2_. IC100 also corrected the suppression of genes associated with cell junction assembly, neuron projection, and neuron recognition caused by O_2_.

**Conclusion:**

These data demonstrate the crucial role of ASC in the pathogenesis of OIR and the efficacy of a humanized therapeutic anti-ASC antibody in treating OIR mice. Thus, this anti-ASC antibody may potentially be considered in diseases associated with oxygen stresses and retinopathy, such as ROP.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10456-024-09917-9.

## Introduction

Retinopathy of prematurity (ROP), which often presents with bronchopulmonary dysplasia (BPD), is among the most common morbidities, affecting approximately 60% of very low-birthweight infants needing oxygen therapy [1, 2]. ROP is the leading cause of childhood vision impairment and blindness worldwide [3–5]. The pathological hallmarks of ROP are characterized in 2 phases, with delayed vascular development in phase 1 and intravitreal neovascularization in phase 2 [1, 2]. Laser and anti-VEGF therapy are current treatments for severe ROP [6, 7]. Laser therapy can reduce intravitreal neovascularization and decrease the possibility of progression to retinal detachment. However, some reported side effects of laser therapy include induced myopic refractive error and visual field loss [6, 8]. Anti-VEGF therapy is considered in some forms of severe ROP, but VEGF also plays critical physiological functions in vital organ development, such as in the lungs and brains of these infants [9, 10]. It has been reported that anti-VEGF therapy for ROP may have side effects on system vascular development and adverse effects on brain and lung development [9, 11, 12]. Thus, new effective, preventive, and treatment strategies with fewer side effects are needed.

The mouse model of oxygen-induced retinopathy (OIR) is useful for testing the effects of high oxygen exposure on both the initial developing neonatal retinal vasculature and subsequent intravitreal neovascularization. First high oxygen damages newly developed capillaries and then following the return to room air (RA), the avascular retina stimulates the development of intravitreal tufts. Recent studies report that neurons, astrocytes, microglia inflammation, and pyroptosis contribute to vasculopathy due to elevated reactive oxygen species (ROS) and inflammation in OIR models [13–15]. Most recently, researchers reported that retinal microglia play important roles in the protection of vascular damage in a mouse model of OIR [16].

Inflammasomes are multi-protein complexes that mediate proteolytic cleavage of gasdermin D (GSDMD), pro-IL-1β, and pro-IL-18 by caspase-1 [17–19]. Apoptosis-associated speck-like protein containing a caspase recruitment domain (ASC) is pivotal in inflammasome assembly and activation of caspase-1 [20, 21]. A hallmark of inflammasome activation is ASC assembly into large oligomer protein complexes, called ASC specks (~ 1–2 µm). Macromolecular ASC speck formation by oligomerization of pyrin domains (PYD) creates a multitude of activation sites for caspase-1. Activated caspase-1 cleaves GSDMD to release a 30-kDa N-terminal domain, GSDMD-p30, which oligomerizes in the cell membrane to form pores that cause pyroptosis [22, 23]. In addition, the GSDMD pores allow rapid release of active IL-1β and IL-18, resulting in secondary inflammation [24]. Moreover, inhibition of the NLRP3 inflammasome with MCC950 suppresses the development of retinal neovascularization in OIR mice [25]. We have reported that GSDMD gene knockout prevents both vaso-obliteration and intravitreal neovascularization in OIR mice [26]. However, there are no reports on the effects of ASC inhibitory strategies in treating ROP or OIR mice.

IC100 is a humanized IgG4 monoclonal antibody that targets ASC, disrupts ASC oligomerization and speck formation, and inhibits IL-1β release [27]. It has been reported that IC100 suppresses the immune-inflammatory response in experimental autoimmune encephalomyelitis models of multiple sclerosis and traumatic brain injury [27, 28].

In this study, we tested the hypothesis that hyperoxia induces ASC speck formation, which leads to microglial activation and retinopathy, and that inhibition of ASC speck formation by IC100 will ameliorate microglial activation and abnormal retinal vascular formation. To test these hypotheses, we used the mouse OIR and BPD models and provided insights into the mechanistic functions of ASC in the pathogenesis of OIR and the utility of ASC inhibition.

## Materials and methods

### Material

Please see the online supplement for material lists.

IC100 (IgG4) was developed by humanization of a mouse monoclonal (IgG1) against human ASC (Abzena, Cambridge England). It was cloned into a CHO cell manufacturing cell line (Selexis, Geneva, Switzerland) and purified from CHO cell supernatants using ProSepA high-capacity column chromatography (Antibody Solutions, Santa Clara, CA) [27, 29].

### Animals and study approval

The Animal Care and Use Committee of the University of Miami Miller School of Medicine approved the experimental protocol. All animals were cared for according to the National Institutes of Health guidelines for the use and care of animals. Wildtype mice (C57BL/6 J) and R26-CAG-ASC-citrine mice with a fluorescent reporter of inflammasome complex activation, which enables the visualization of ASC specks by fluorescent microscopy [30], were purchased from the Jackson Laboratory. The study is reported in accordance with the ARRIVE guidelines.

### BPD model in hyperoxia-exposed ASC-citrine mice

To test ASC activation in the retina, ASC-citrine reporter mice were exposed to 85% oxygen (O_2_) from postnatal day (P) 1 to P14 to induce multi-organ injury, including eye, brain, and lung which commonly co-exist in mice and extremely preterm infants [26, 29]. Nursing dams were rotated between room air (RA) to 85% O_2_ every other day. The retinas were dissected on P14, and retinal vessels were stained with AF-594-conjugated isolectin B4 (IB4) to assess vasculature. The inflammasome complex activation was detected by ASC speck formation in the retinas. Images of retinal flat mount were captured by fluorescent confocal microscopy.

### OIR model and IC100 treatment

The OIR mouse model was generated in ASC-citrine reporter mice and C57BL/6 J wildtype mice as previously described [30] by exposing newborn mice to RA from P1 to P6, then to 75% O_2_ from P7 to P11, and then to RA from P12 to P18. Control mice were exposed to RA from P1 to P18. To test the effects of IC100, the RA-exposed and oxygen-exposed mice were randomized on P12 to the following groups: RA + placebo PBS (RA-PBS), RA + IC100 intravitreal (RA-IC100-IVT) injection, 75% O_2_ with PBS (O_2_-PBS), 75% O_2_ + IC100-IVT, and 75% O_2_ + IC100 intraperitoneal (O_2_-IC100-IP) injection. For IVT injection, 1 dose of IC100 at 2.5 µg/0.5µL/eye was injected into both eyes of mice on P12. For IP injection, IC100 at a dose of 10 µg/g or 20 µg/g mouse body weight was administered on P12, P14, and P16. Some of these mice were sacrificed for retinal dissection on P18 and others were used for pattern electroretinogram (PERG) analysis on P30.

### Retinal whole mount, section immunofluorescent staining and vascular analysis

Upon sacrifice, the eyeballs were enucleated and fixed in 4% paraformaldehyde/PBS for 45 min at room temperature. Retinas were dissected and permeabilized in 0.5% Triton X100/PBS overnight at 4 °C. After blocking with 10% donkey serum in PBS for 1 h at room temperature, the retinal whole mounts were stained with IB4 for retinal vessel labeling and with a Brilliant Violet 421™-labeled anti-CD206 antibody, which is a marker for alternative microglial activation (M2 microglia) [33] and allograft inflammatory factor 1 (AIF-1) that is a marker for activated microglial cells [34] overnight at 4 °C. The retinal whole mounts were washed with PBS three times. AIF-1 was probed using an AF-488-labeled donkey anti-goat antibody for 1 h at room temperature. After three washes with PBS, the retinas were flat mounted with 50% glycerol. The retinal flat mount images were taken and analyzed by fluorescent microscopy (Zeiss). Vaso-obliteration, as avascular retina, and intravitreal neovascularization and related tufts were quantified by image J or Zeiss Software as previously described [26]. For retinal cross-section analysis, fixed eyeballs were placed in 10%–30% sucrose for 20 min before the eyeballs were embedded in OCT. Eight µm retinal sections were cut, blocked with animal-free Blocker® for 1 h, and incubated with primary antibodies overnight at 4 °C and secondary antibody for 1 h. The retinal sections were mounted with antifade mounting medium with 4′,6-diamidino-2-phenylindole (DAPI) and analyzed by the Dragonfly high speed confocal microscopy.

### Western blot analysis

The vitreous fluid was collected from 5 RA-exposed and 5 OIR wildtype mice with PBS-containing protein inhibitor cocktails, and they were pooled in each group, centrifuged at 2000 rpm for 10 min at 4 °C. The protein concentration of the supernatant was determined by BSA protein assay, and 15 µg of proteins from RA and OIR vitreous fluid were separated by 4–20% SDS-page gel (Bio Rad, Cat. 4568093). Proteins were then transferred to immobilon-P polyvinylidene membrane. The membrane was blocked with 3% BSA for 1 h and probed with an ASC antibody (Santa Cruz, Cat. sc-515414) overnight at 4 °C. After washing 3 times with 0.1% Tween-20 PBS, the membrane was incubated with horseradish peroxidase-conjugated secondary antibody for 1 h. The antibody bound proteins were detected by ECL chemiluminescence and visualized with ChemiDoc™ MP Imager (Bio-Rad). The membrane was then stripped with 0.2 N NaOH and reincubated with a primary antibody reactive with a normalization protein, β-actin.

### Histopathology analysis

Flat mount retinas were cryoprotected in 10% to 30% sucrose before embedding in optimal cutting temperature (OCT) after they were analyzed as whole mounts and 8 μm sections were prepared. H&E staining was performed, and images were taken by bright filed light microscopy (Zeiss, Germany).

### PERG analysis

PERG was used to measure the function of the retina by recording the amplitudes and latency of our mice at P30 [31]. Mice were weighed and anesthetized by IP injection of a mixture of ketamine (80 mg/kg body weight) and xylazine (10 mg/kg body weight). Mice were then placed on a feedback-controlled heating pad to maintain body temperature at 37.6 °C. Mice were positioned 20 cm from the stimulus monitor with their head angle tilted at 45 degrees to provide direct exposure of the grating stimulus to the recorded eyes. PERG signals were recorded from a common subcutaneous needle (Grass Technologies, West Warwick, RI, USA) placed in the snout and referenced to a similar electrode placed in the back of the head. A subcutaneous electrode placed at the root of the tail served as ground. Pupils were natural without dilation. A small drop of balanced saline solution was applied topically as necessary to prevent corneal dryness. Visual stimuli consisting of horizontal gratings (95% contrast, 0.06 cycles/degree spatial frequency), 700 cd/m2 mean luminance were generated on two (15 cm × 15 cm) LED tablet displays (Jorvec Corp, Miami, FL, USA) and presented at each eye separately at a distance of 10 cm. Gratings reverse in contrast at slightly different temporal frequency (OD, 0.984 Hz; OS, 0.992 Hz) to allow deconvolution of the signal and retrieval of PERG from each eye. PERG signals were fed to an Opti-Amp bioamplifier (Intelligent Hearing Systems Inc., Miami, FL, USA) amplified (10,000-fold), filtered (1–300 Hz, 6 dB/oct), and averaged (OD, 372 epochs of 492 ms; OS, 372 epochs of 496 ms) using a Universal Smart Box acquisition system (Intelligent Hearing Systems Inc., Miami, FL, USA). Three consecutive responses were recorded and superimposed to check for consistency and then averaged.

### RNA isolation, qRT-PCR, and RNA sequencing

Total RNA from retinas was extracted with Trizol, and cDNA was synthesized with an iScript cDNA synthesis Kit. Gene expression levels for Il1b, Il6, Il18, tumor necrosis factor (Tnf), Pycard (Asc), Nlrp3, Gsdmd, and Vegf were determined by qRT-PCR using Taqman gene expression Assays and a Bio-Rad Cycler System. The primers for these genes were obtained from ThermoFisher Scientific. The relative gene expression levels were normalized to 18S RNA. RNA sequencing (RNA-seq) was performed by Novogene (Sacramento, CA) using Illumina NovaSeq platforms with a read depth of 30 million reads per sample for 150 bp paired-end reads, as we have previously described [26]. The raw sequence reads in FASTQ format were aligned to the mouse (*Mus musculus*) genome build mm_GRCm39_104 using Kallisto, followed by gene summarization with tximport. After checking data quality, differential expression analyses comparing treatment groups to control and each other were performed using DESeq2 with false discovery adjustment. Genes were considered differentially expressed based on their fold-change relative to control (= or > 1.5), *P*-value (< 0.05), and FDR (< 0.1). Lists of differentially expressed genes were used for functional enrichment analysis of Gene Ontology terms and pathways using the clusterProfiler package (PMID 34557778). Only unique terms associated with either induced or suppressed genes and at least 2 genes were reported.

### Statistical analysis

All the experiments were performed and analyzed blindly. ANOVA followed by Turkey’s post-hoc analyses were done by Prism v9.0, Graphpad Software Inc. (San Diego, CA). Data were presented as Mean ± SEM, and significance was set at* P* < 0.05.

## Results

### ASC specks are formed in the retinas of hyperoxia-induced BPD and OIR models

ASC speck formation is widely used as a readout for inflammasome activation [32–35]. To determine if ASC specks formed in response to hyperoxia challenge in a BPD model, we used ASC-citrine reporter mice (ASC-citrine) [32] and exposed them to RA or 85% O_2_ for 2 weeks from P1 to P14. Our previous studies have shown that this level of oxygen-induced lung injury similar to BPD [26] and brain injury [36]. The ASC specks were induced in the lungs and brains of ASC-citrine reporter mice (data not shown). We performed retinal flat mount staining for blood vessels with IB4. Confocal fluorescence microscope images showed that ASC-citrine fusion protein formed numerous large green specks in hyperoxia-exposed retinas, indicating that the ASC-citrine fusion protein was incorporated into an oligomerizing assembled inflammasome complex (Fig. 1d & g**,** green, white arrow). These ASC specks were colocalized with disorganized and proliferative vasculature stained by IB4 (Fig. 1f & i, yellow, blue arrow). The number of ASC specks in hyperoxia-exposed retinas was more than tenfold higher than in RA controls (Fig. 1j). This finding indicates that hyperoxia activates the inflammasome pathway, which is highly correlated with abnormal proliferative angiogenesis.

**Fig. 1:**
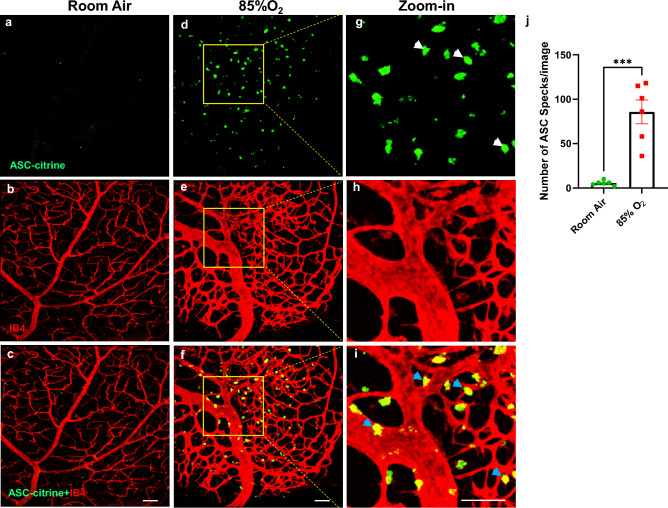
Immunofluorescent confocal microscopy images of BPD model ASC-citrine mouse whole mount retinas. **a**–**c** Images of RA-exposed (RA) mouse whole mount retinas: **a** Green, ASC-citrine. **b** Normal vasculature, red (IB4 staining) **c** Merged image. **d**–**f** Images of 85% O_2_-exposed mouse whole mount retinas: **d** Green, ASC-citrine specks. **e** Disorganized proliferative vasculature, red (IB4 staining) **f** Merged image of **d & e**.** g**–**i** Zoom-in images of **d**–**f**. **g** ASC-citrine specks (white arrow). **h** Proliferative vasculature, red (IB4 staining). **i** The merged image show ASC-citrine specks colocalized with abnormal vasculature (yellow, blue arrow). **j** Quantification of ASC-citrine speck images. ***P < 0.0001. n = 6 mice/group. scale bars: 50 µm

We next evaluated ASC speck formation in an OIR model in ASC-citrine reporter mice and wildtype C57BL/6 J mise [30]. In this model, the hyperoxia exposure induces vascular dysplasia of the central retina, the retinas became hypoxic, and the expression of angiogenic factors is upregulated, leading to retinal neovascular growth during RA recovery [26]. Firstly, we examined ASC speck formation in OIR, ASC-citrine mice in retinal flat mounts by confocal microscopy for citrine positive specks and microglial cells detected by staining for CD206. The OIR mice had increased ASC specks and CD206-labeled microglia (Fig. 2d) in the neovascular areas (Fig. 2e & 2f). This is better appreciated in the 3D immunofluorescent confocal images which show that ASC specks were highly activated and colocalized with CD206-labeled microglia **(**Fig. 2g) in the neovascular tuft areas (Fig. 2h & 2i). Thus, ASC speck formation is highly correlated with alternatively activated microglia, which may play a role in promoting intravitreal neovascularization.

**Fig. 2:**
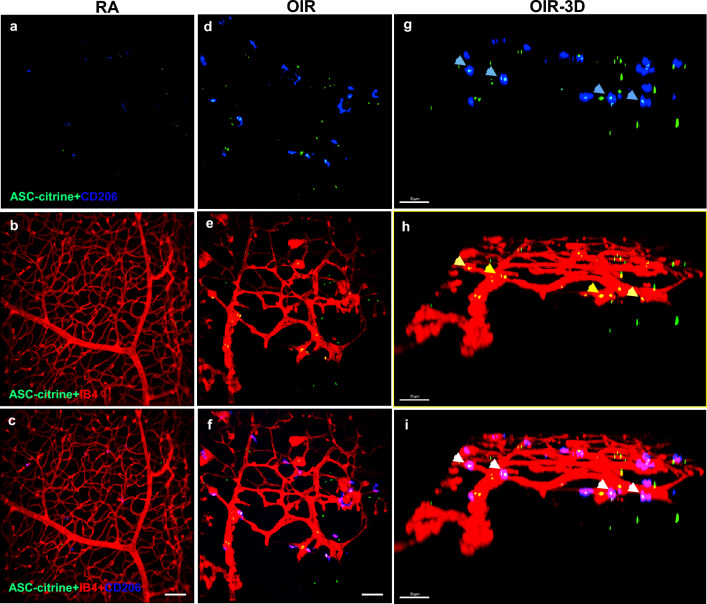
Immunofluorescent confocal microscopy images of OIR model ASC-citrine mouse retinal flat mount staining. **a**–**c** Images of RA mouse whole mount retinas: **a** Merged image of ASC-citrine (green) and CD206 positive microglia (blue). **b** Merged image of normal vasculature (red, IB4 staining) and ASC-citrine. **c** Merged image of ASC-citrine, blood vessel and microglia. **d**–**f** Images of OIR mouse retinal flat mount staining: **d** Merged image of ASC-citrine specks (Green) and CD206 positive microglia (blue). **e** Merged image of neovascular tufts (red, IB4 staining) and ASC-citrine specks (green). **f** Merged image of OIR retinal neovascular tufts, ASC-citrine specks and CD206 positive microglia. **g**–**i** 3D Images of images **d**–**f** scale bars: 70 µm

We then examined ASC expression in OIR wildtype mice by immunofluorescence staining with an anti-ASC antibody and found that ASC specks were present in the ganglion cell layer (GCL), inner plexiform layer (IPL), and inner nuclear layer (INL) (Fig. 3e**,** red, white arrow) or released extracellularly near the IPL and INL. Activated microglial cells stained by AIF-1 were also detected in the INL and IPL (Fig. 3g, k & o**,** green arrow). Therefore, microglia as resident immune cells in the retina were highly activated and colocalized with ASC specks in OIR mouse retinas (Fig. 3m**,** yellow arrow). Additionally, we tested if ASC specks were released into the vitreous fluid in OIR mice. Western blot showed that the intensity of the bands of ASC monomers and dimers from OIR mouse vitreous fluid was increased compared to age-matched RA mice (Fig. 3q). Taken together, our findings reveal that hyperoxia exposure induces ASC speck activation in the retina that is released into ocular vitreous fluid in wildtype mice.

**Fig. 3:**
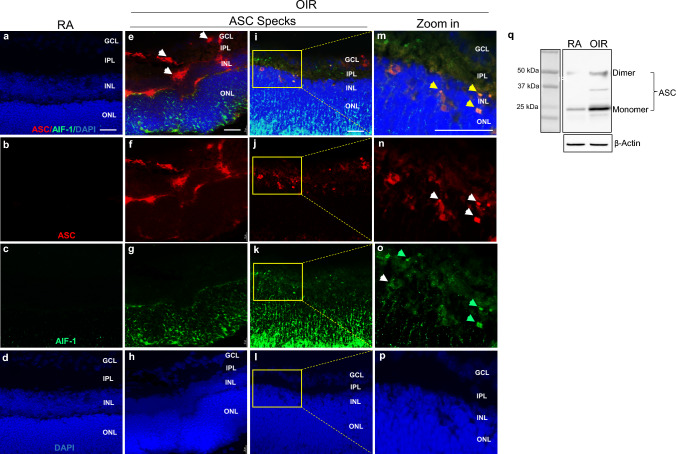
ASC speck formation in wildtype OIR model mouse retinas. Immunofluorescent microscopy images of mouse retinal cross-sections.** a**–**d** Representative immunofluorescent microscopy images of RA mouse retinal sections.** e**–**l** Representative immunofluorescent microscopy images of OIR mouse retinal sections. **m**–**p** Zoom-in images of** i**–**l**. ASC specks were detected in the intracellular in ganglion cell layer (GCL, **e & i,** white arrow), extracellular in inner plexiform layer (IPL, **e & i**, white arrow), and activated microglia cells in inner nuclear layer (INL, **k & o**, green arrow) in OIR mouse retinas. ASC specks, in the intracellular and/or extracellular matrix, (**m,** yellow arrow) colocalized with activated microglia (**o**, green arrow) in OIR mouse retinas. n = 5 mice/group. Scale bar: 25 µM. **q** Representative images of Western blot analysis of ASC from pooled 5 RA and 5 OIR mouse vitreous fluids

### IC100 alleviates pathological vaso-obliteration and intravitreal neovascularization in OIR mice

Next, we tested the inhibitory effects of IC100, a humanized monoclonal anti-ASC antibody in the OIR mouse model. It has been shown that IC100 effectively alleviates symptoms in an animal model of multiple sclerosis induced by chronic inflammation [27]. We administered IC100 immediately after the 5 day 75% O_2_ exposure by multiple IP injections on P12, P14 and P16 or by single IVT injection on P12. IC100 in doses of either 10 or 20 µg/g of mouse body weight was delivered by IP injection in some of the mice, and other mice received IC100 at one dose of 2.5 µg/0.5 µL/eye by IVT injection. PBS as placebo was injected by IVT. AF-594-labeled IB4 stained whole mount retinas showed that IC100 treatment by both IVT and IP (10 μg/g) injections significantly ameliorated vaso-obliteration, intravitreal neovascularization, and related tufts in the wildtype OIR mice compared to placebo-treated OIR controls (Fig. 4d-f). There was no difference in vascular protection between IP treatment with 10 µg/g and 20 µg/g (data not shown). There was no difference in vascular growth between RA-PBS and RA-IC100-IVT treatments (Data not shown). Thus, treatment with IC100 improved vascular development in OIR mice.

**Fig. 4:**
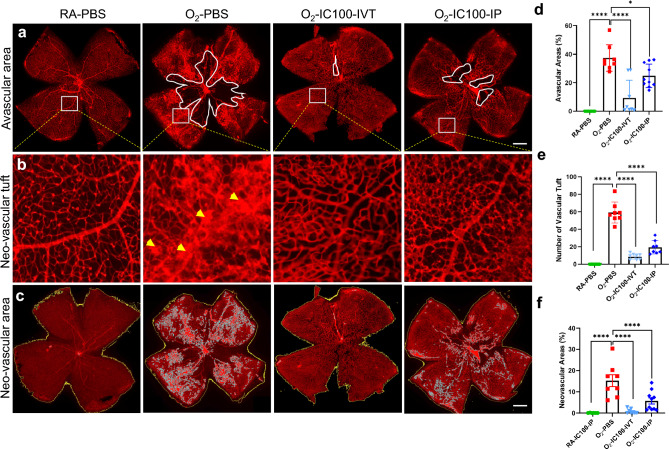
Anti-ASC antibody, IC100 reduced oxygen-induced pathological vaso-obliteration and intravitreal neovascularization. **a** Representative images of P18 mouse retinal flat mounts; control: RA + placebo PBS (RA-PBS), OIR: OIR treated with PBS (O_2_-PBS) by IVT injection, IC100 by IVT (O_2_-IC100-IVT), and IC100 by IP (O_2_-IC100-IP) injection. The avascular areas were circled in white. **b** The white boxes in **a** were enlarged eightfold, and the yellow arrows indicate vascular tufts. **c** Intravitreal neovascularization was highlighted by white dots generated by Zeiss microscope software based on vascular intensity. **d** Quantifications of avascular areas. The O_2_-PBS group had increased avascular areas compared to the RA-PBS group (****P < 0.0001). But treatment with IC100 by IVT and IP injection significantly reduced the avascular areas compared to the O_2_-PBS group (O_2_-IC100-IVT, ****P < 0.0001, O_2_-IC100-IP, *P < 0.05). **e** Measurements of neovascular tufts. The O_2_-PBS group had increased vascular tufts compared to the RA-PBS group (****P < 0.0001). But treatment with IC100 by IVT and IP injection significantly reduced the neovascular turfs compared to the O_2_-PBS group (****P < 0.0001). **f** Assessment of intravitreal neovascularization. The O_2_-PBS group had increased intravitreal neovascularization compared to the RA-PBS group (****P < 0.0001). But treatment with IC100 by IVT and IP injection significantly reduced the neovascular areas compared to the O_2_-PBS group (****P < 0.0001). RA-PBS, O_2_-PBS, and O_2_-IC100-IVT groups: n = 4 mice/group. O_2_-IC100-IP group: n = 10 mice/group. Scale bars: 50 μm

### IC100 decreases microglial activation and ASC speck formation in OIR mouse retinas

Previous studies by other groups and our laboratory reported that microglia activation is induced in OIR mouse models [26, 37]. The numbers of microglia and their activation are highly correlated with inflammation and ROS. To assess whether IC100 reduces microglial cell activation in wildtype OIR mice, we identified microglial cells by immunofluorescence staining of whole mount retinas using an antibody to AIF-1. In the O_2_-PBS group, microglia were more amoeba shaped with an increased nuclear body (Fig. 5d**,** white arrow) compared to RA mouse retinas with a ramified form (Fig. 5a). Activated microglia colocalized with abnormal vessels (Fig. 5f**,** blue arrow), which indicates that microglia activation and inflammation induced by oxygen is highly correlated with abnormal angiogenesis. However, the IC100-IVT treated oxygen-exposed (O_2_-IC100) retinas had microglial cells morphologically similar to those in the RA-PBS group (Fig. 5g). We quantified the numbers of microglia and activated microglia and found they were significantly reduced (75% reduction, Fig. 5j) by IVT treatment with IC100 in OIR retinas compared to placebo-treated (O_2_-PBS) OIR retinas. Take together, these data suggest that IC100 is effective in suppressing microglia activation in OIR mice.

**Fig. 5:**
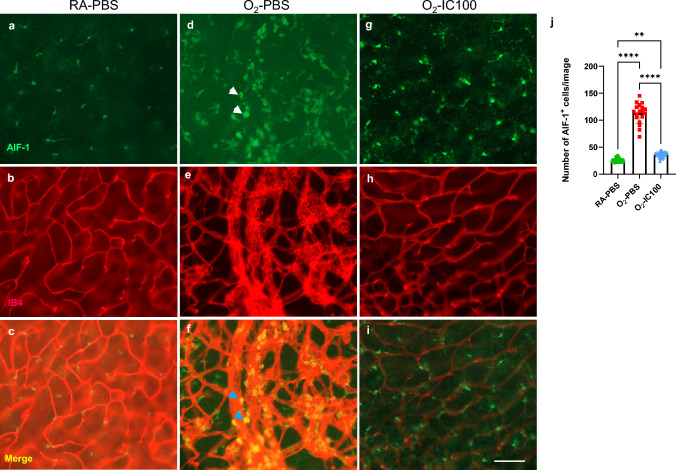
IC100 decreased microglial density and activation in OIR mice. **a**, **d** & **g** Images of retinal whole mount stained by AIF-1 (microglia, green). The microglia in RA-PBS retinas were small and organized (**a**). The microglia in O_2_-PBS retinas had large bodies and increased numbers compared to RA-PBS groups (**d,** white arrow). Treatment with IC100-IVT reduced the number of microglia in O_2_-exposed retinas that appear to have similar shapes as the RA-PBS group (**g)**. **b**, **e** & **h** IB4 stained vasculature (red). The vasculature was normal in the RA-PBS group (**b**). The vasculature was abnormal with increased density and thickness in the O_2_-PBS group (**e**). Treatment with IC100-IVT improved vascular growth in O_2_-exposed retinas compared to the O_2_-PBS group (**h**). **c**, **f** & **i** Merged images. The retinas from O_2_-PBS group had abnormal microglia colocalized with the abnormal vasculature (**f**, blue arrows). **j** Quantification of microglia. The number of microglia in the O_2_-PBS retinas increased more than 70% compared to RA-PBS. While treatment with IC100-IVT drastically reduced the microglial counts by 75% compared to the O_2_-PBS group. **P < 0.01, ****P < 0.0001. n = 4–10 mice/group. Scale bars: 25 µm

Additionally, we evaluated if IC100 treatment could decrease ASC speck formation and microglia activation in OIR, ASC-citrine reporter mice. Confocal images of retinal flat mounts showed that ASC specks were decreased about 55% by IC100 treatment in the OIR retinas compared to O_2_-PBS retinas (Fig. 6e, i & m). Furthermore, immunofluorescence staining with CD206 demonstrated that IC100 treated OIR mice had 75% decreased CD206 positive microglia compared to O_2_-PBS retinas (Fig. 6f, j & n). The increased ASC specks and CD206 microglia were colocalized with the abnormal vasculature (Fig. 6h**)**. Taken together, these findings suggest that IC100 is effective in suppressing microglia activation by dismantling ASC speck in OIR mouse retinas.

**Fig. 6:**
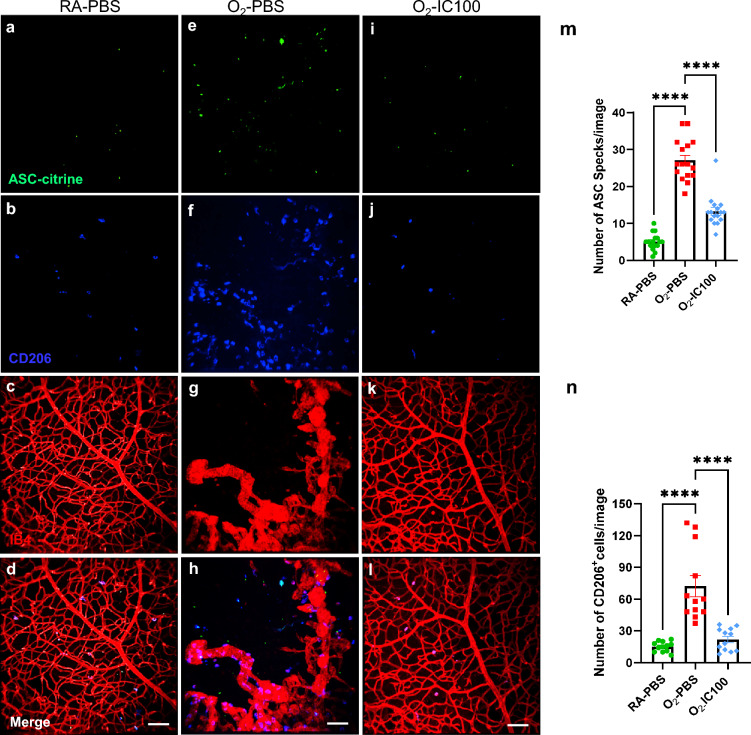
Immunofluorescent confocal microscopy images of OIR model ASC-citrine mouse retinal flat mount staining. **a**–**d** Images of RA-exposed mouse whole mount retinas: **a** ASC-citrine specks (green). **b** CD206 positive microglia (blue). **c** Normal vasculature (red, IB4 staining). **d** Merged image. **e–h **Images of OIR mouse retinal flat mount staining: **e** ASC-citrine specks (Green), **f** CD206 positive microglia (blue), **g** Avascular and neovascular tufts (red), and **h** Merged image. **i**–**l** Images of IC100 treated OIR mouse whole mount retinas: **i** Decreased ASC specks (green), **j** Suppression of CD206 positive microglia (blue), **k** Normal vasculature (red, IB4 staining), and **l** Merged image. **m** Graph of ASC speck quantification. **n** Graph of CD206 positive microglia quantification. n = 3 mice/group, 4 images/retina. ****P < 0.0001

### IC100 attenuates retinal structural pathology in OIR mice

We further evaluated retinal histopathology on H&E-stained retinal tissue sections. As illustrated in Fig. 7, the retinal structure in oxygen-exposed and placebo treated mice (O_2_-PBS) had a disorganized GCL with missing ganglion cells. The O_2_-PBS retinas also had reduced thickness of the INL, ONL, and total retina (Fig. 7b). However, treatment with IC100 significantly improved the organization of the GCL as well as the thickness of the INL, ONL, and total retina (Fig. 7c-f). Thus, the reduced ASC activity by IC100 treatment restores retinal structure formation in OIR mouse retinas.

**Fig. 7:**
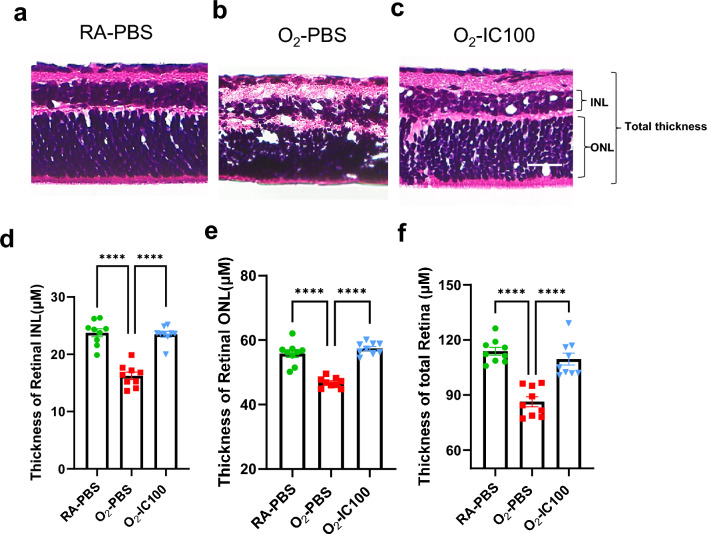
IC100 treatment restored OIR model retinal structure formation. **a**–**c** H&E-stained retinal cross-sections. The O_2_-PBS retinas (**b**) had disorganized GCL, and reduced thickness of the inner nuclear layer (INL), outer nuclear layer (ONL) and total thickness of retinal layer compared to the RA-PBS group (**a**). The O_2_-IC100-IVT group had retinal tissue layer thicknesses that were similar to the RA-PBS group (**c**). **d** Quantification of retinal INL thickness. **e** Quantification of retinal ONL. **f** Quantification of total retinal layer thickness. n = 9 mice. ****P < 0.0001. ns: no significance. Scale bar: 25 µm

### IC100 restores retinal function in OIR mice

In addition, we performed PERG to assess whether improved retinal vasculature and tissue layer formation by treatment with IC100 restored OIR retinal function. The amplitude of OIR mice treated with the placebo (O_2_-PBS) had more than 50% reduction compared to the RA control mice (RA-PBS). In comparison, administration of IC100 via IVT injection significantly increased the amplitude by 70% compared to placebo-treated OIR mice (Fig. 8a). The latencies of these 3 groups were of no significant difference (Fig. 8b). Our findings suggest that ASC speck formation triggered by hyperoxia is highly correlated with retinal dysfunction, and that inhibition of ASC by IC100 largely restores retinal function.

**Fig. 8:**
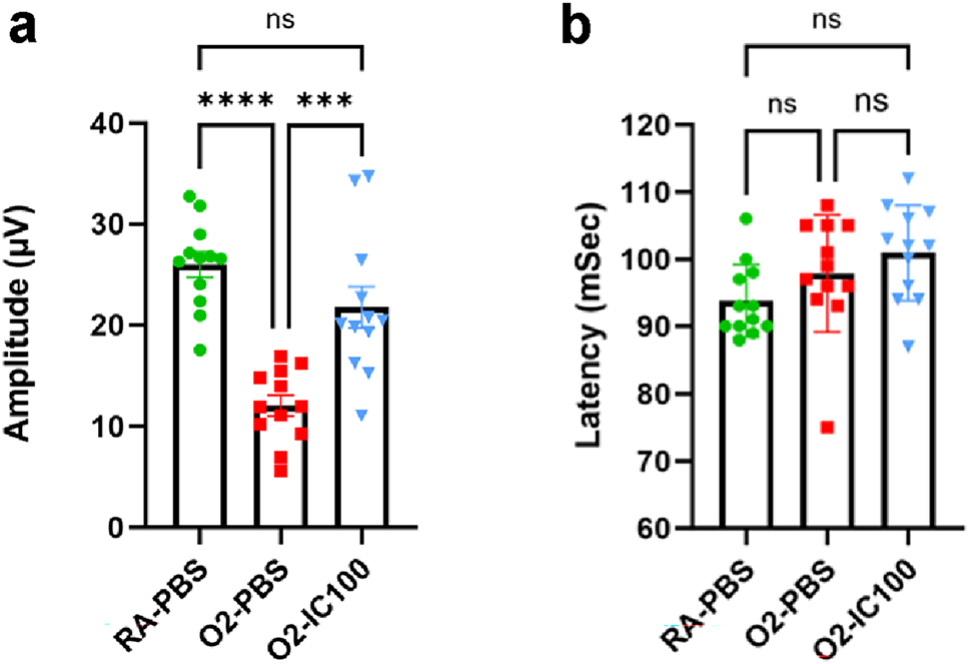
IC100 improves OIR model mouse retinal function. **a** Average amplitude of all mice in each group. The amplitude was reduced to 12.09 µV in the O_2_-PBS retinas compared to 25.99 µV in the RA-PBS group, while treatment with IC100-IVT increased the amplitude to 21.77 µV compared to the O_2_-PBS group. **b** Average latency of all mice in each group. The latency had no significant difference among the three groups group. n = 6 mice/group. ***P < 0.001, ****P < 0.0001, ns: no significance

### IC100 decreases expression of inflammasome-related molecules, inflammatory cytokines, and VEGF in OIR mouse retinas

To explore the molecular mechanisms by which IC100 protects against OIR in mice, we evaluated expression of inflammasome-related molecules and Vegf in OIR mouse retinas. Real-time qRT-PCR revealed that gene expression of inflammatory cytokines, Il1b, Il6, and Tnf in OIR mouse retinas were respectively increased 7.7, 4.3, and 4.7-fold compared to age-matched RA controls (Fig. 9a-c). Gene expression of Asc, Gsdmd, and Vegf in OIR mouse retinas were significantly increased 3, 2.4, and 2.7-fold compared to age-matched RA controls **(**Fig. 9d-f). However, IC100 treatment significantly decreased gene expression of these inflammasome-related molecules, inflammatory mediators, and Vegf in OIR retinas compared to O_2_-PBS OIR retinas (Fig. 9a-f). There was no statistical difference in gene expression of Nlrp3 and Il18 between RA control and OIR mouse retinas (data not shown). We examined the protein expression of GSDMD and IL-1β, two important targets of inflammasome activation in the retinas. Wildtype mice exposed to hyperoxia and PBS had increased expression of GSDMD and IL-1β in the retinas and some of them was colocalized in AIF-1-stained microglial cells (Fig. 9g). However, treatment with IC100 reduced GSDMD and IL-1β expression in hyperoxia-exposed retinas (Fig. 9g). Therefore, our findings manifest that ASC speck formation induced by hyperoxia leads to inflammasome activation and dysregulation of VEGF in the retinas of OIR mouse models. However, an anti-ASC antibody, IC100 significantly downregulated the expression of these factors.

**Fig. 9:**
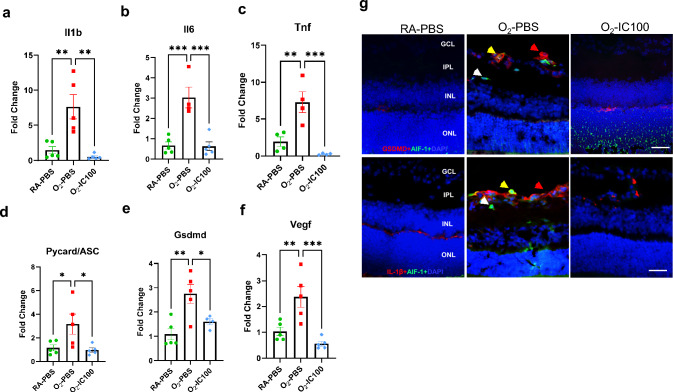
IC100 reduced expression of inflammatory cytokines, inflammasome-related molecules, and Vegf in OIR model mouse retinas. Real-time qRT-PCR of O_2_-PBS retinas showed gene expression of inflammasome cytokines, Il1b, Il6 and Tnf, respectively elevated 7.7, 4.3 and 4.7-fold compared to age-matched RA mouse retinas on P18. These genes were significantly decreased in O_2_-IC100-IVT mouse retinas (**a**–**c**). Pycard/Asc, Gsdmd, and Vegf were increased 2.4 to threefold in O_2_-PBS retinas compared to RA mouse retinas but were significantly decreased in IC100-IVT treated OIR retinas (**d**–**f).** n = 5 mice/group. *P < 0.05, **P < 0.01, ***P < 0.001. Double immunofluorescence staining of anti-GSDMD or anti-IL-1β antibodies (red signal, red arrow) with an anti-AIF-1 antibody (green signal, green arrow) and DAPI staining (blue signal) (**g**). Upper panel: increased GSDMD was detected in AIF-1 positive cells (yellow signal, yellow arrow) in O_2_-PBS retinas, but this was decreased in O_2_-IC100 retinas. Lower panel: increased IL-1β was detected in AIF-1 positive cells (yellow signal, yellow arrow) in O_2_-PBS retinas, however, this was decreased in O_2_-IC100 retinas. Scale bar: 50 μm

#### IC100 prevents hyperoxia modulation of gene pathways related to eye development, retinal angiogenesis, VEGF signaling, and leucocyte functions

To understand the global transcriptional effects of IC100 treatment that drive the improvement of retinal structure and function under hyperoxia, we performed RNA-seq of retinas from RA-PBS, O_2_-PBS, and O_2_-IC100 groups. 

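Retinas of 12 mice at P18 were sequenced, with 1 library per mouse and 4 mice in each of the RA-PBS, O_2_-PBS and O_2_-IC100 groups, where the paper gives n = 3–4. The animals are numbered 1 to 4 in RA-PBS, 5 to 8 in O_2_-PBS and 9 to 12 in O_2_-IC100. Mice of both O_2_ groups entered 75% O_2_ at P7, and IC100, an antibody against the inflammasome adaptor ASC, was injected at 10 μg/g on P12, P14 and P16. In the paper this dose and these days belong to intraperitoneal injection. Its microglia counts and qRT-PCR are of mice that received IC100 intravitreally. The authors estimated gene counts with Kallisto and tximport, and the deposited expected counts, which carry no normalization, cover 36131 genes listed by Ensembl identifier and symbol. Counts summed to between 14907143 and 24438082 per retina, with a median of 17317277.5 in RA-PBS, 15834132.5 in O_2_-PBS and 18237567.5 in O_2_-IC100. They were rounded, normalized with edgeR's TMM method and fitted in one model of the 3 groups. The 16489 genes that passed filterByExpr were compared between groups with edgeR's two-sided quasi-likelihood F test. A gene was counted as changed at a fold change of at least 1.5, a p-value under 0.05 and a Benjamini-Hochberg adjusted p-value under 0.1, which are the paper's thresholds. Crystallin genes, which mark lens tissue, took 60.6% of the counts of O_2_-IC100 animal 10 (95% Wilson interval 60.6 to 60.64%). Intervals of this kind cover counting error only. In the other 3 O_2_-IC100 retinas the crystallin share was 0.00435 to 0.00898%, in O_2_-PBS retinas it was 0.00317 to 0.0163%, and in RA-PBS retinas it ran from 0.00349 to 4.65%. Rod photoreceptor genes took 0.339% of the counts of animal 10 (95% Wilson interval 0.337 to 0.341%) and 3.96 to 4.93% in the other 11 retinas. Results are therefore given for all 12 animals and then for the fit without animal 10, one of the fits that each left out 1 animal. Giving this fit at each result was decided after its counts were seen.

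**Figure D1:**
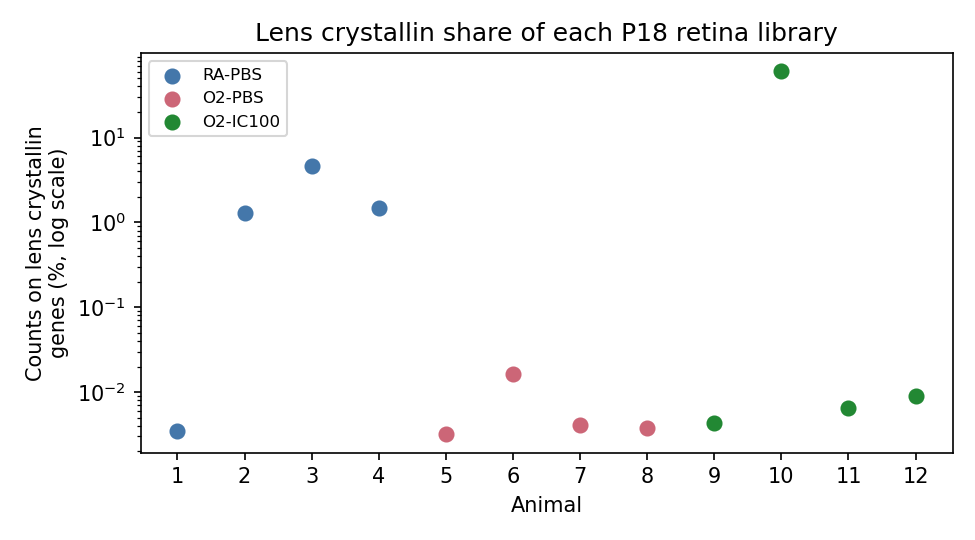
Share of all counts on lens crystallin genes in each of the 12 retinas, in percent on a log scale, by group. Each point is 1 animal; O_2_-IC100 animal 10 lies at 60.6%, RA-PBS animals 2 to 4 between 1.29 and 4.65%, and the other 8 animals under 0.02%.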

The principal component analysis (PCA) plot showed a clear separation of RA-PBS, O_2_-PBS, and O_2_-IC100 by PC1 and PC2, indicating distinct transcriptional profiles in each group (Fig. 10a). 

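Principal components were computed on log2 CPM (counts scaled to library size, prior count 2) of all tested genes, centred and not scaled. With all 12 animals, PC1 held 58.9% of the variance and PC2 held 13.0%. O_2_-IC100 animal 10 scored 209.9 on PC1, and the other 11 animals scored between -28.7 and 5.0. The between-group sum of squares on PC1 and PC2 was 0.311 times the within-group sum. An exact permutation test over all 34650 assignments of the animals to 3 groups of 4 gave a one-sided p of 0.0897 for this ratio. Leaving out animal 10 put 30.45% of the variance on PC1 and 25.9% on PC2. The ratio was then 1.01, with p = 0.0045 from the exact permutation test over 11550 assignments. On PC1 the 3 remaining O_2_-IC100 animals scored from 0.2 to 4.5, below the O_2_-PBS animals at 20.6 to 32.9. RA-PBS animals 1, 2 and 4 scored -90.3 to -8.5 and RA-PBS animal 3 scored 5.3. On PC2, RA-PBS animals 2 to 4 scored -54.2 to -39.1, and all others, RA-PBS animal 1 included, 3.9 to 31.8. Animals 2 to 4 had 1.29 to 4.65% of counts on crystallin genes. Lens tissue may thus add to the separation, which was not tested. Of the alternatives that kept all 12 animals, using the 500 genes with the largest variance moved the p-value most, to 0.178 at a ratio of 0.365 (exact permutation test). DESeq2's variance stabilizing transformation gave a p-value of 0.0467 at a ratio of 0.343 (exact permutation test).

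**Figure D2:**
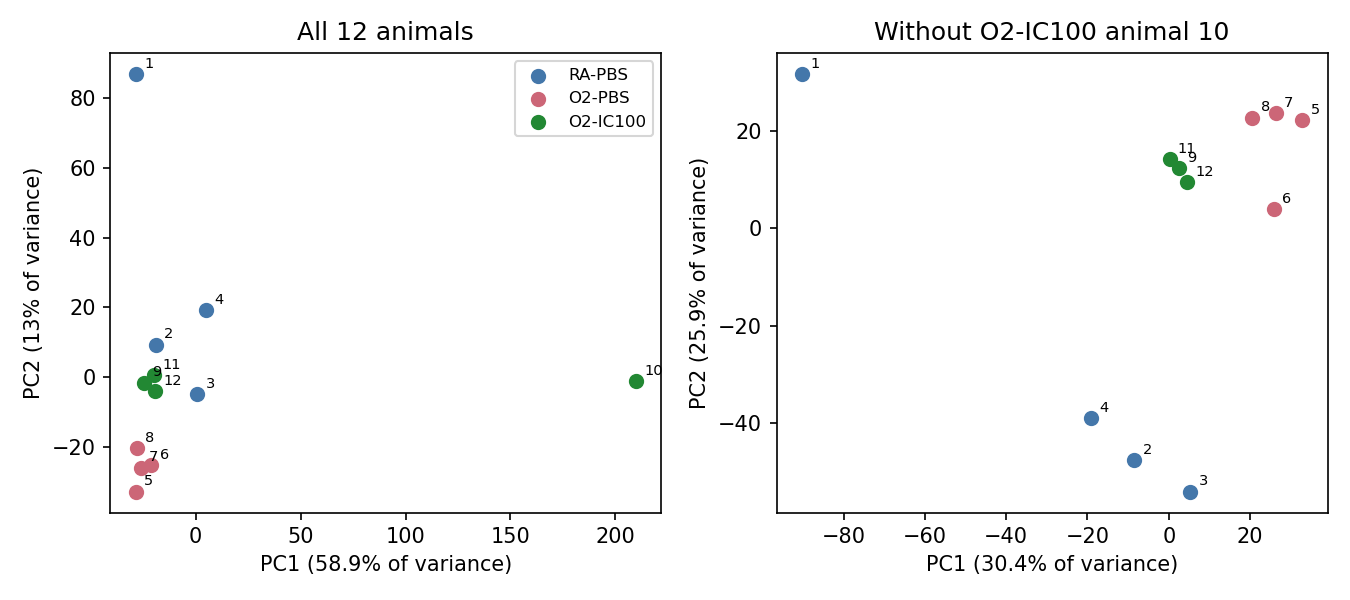
PC1 and PC2 scores of log2 CPM for all 12 animals (left) and without O_2_-IC100 animal 10 (right), with the share of variance on each axis in percent. Each point is 1 animal, coloured by group; in the left panel animal 10 lies at 209.9 on PC1 and the others lie between -28.7 and 5.0.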

We performed differential expression analysis (Fig. 10b) and clustering of differentially expressed genes based on gene expression patterns (Fig. 10c). 

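With all 12 animals, 133 genes passed the thresholds in at least 1 of the 3 comparisons, and each of them did so between O_2_-PBS and RA-PBS. Leaving out O_2_-IC100 animal 10, 16688 genes were tested and 1149 passed in at least 1 comparison. The 133 genes were among those 1149.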

We identified 9 unique clusters and, with gene set enrichment analysis, identified the main biological process themes for each cluster based on the number of associated genes and adjusted *P* values. These clusters were related to inflammatory response (Cluster 1), synaptic signaling (Cluster 2), cell-substrate adhesion (Cluster 3), angiogenesis (Cluster 4), regulation of immune response (Cluster 5), GABA signaling (Cluster 6), extracellular matrix (Cluster 7), regulation of neurogenesis (Cluster 8), and neuropeptide activity (Cluster 9). 

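Genes past the thresholds in any comparison were divided into 9 clusters by k-means (100 starts) on their group means of log2 CPM, each gene scaled to mean 0 and SD 1. The paper's text does not name its clustering method. The clusters held 11, 30, 23, 1, 26, 9, 19, 3 and 11 genes with all 12 animals. After leaving out O_2_-IC100 animal 10 they held 189, 34, 118, 258, 146, 42, 101, 203 and 58 genes.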

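Lists of marker genes for 20 cell types and tissues, written without reference to the counts, were tested in place of gene clusters with limma's camera on log2 CPM (two-sided, inter-gene correlation 0.01). Of 57 tests over the 3 comparisons, 44 had an adjusted p-value under 0.1 (Benjamini-Hochberg over the 57). The alternative that moved this number most was a correlation estimated for each set, which left 4. The fry rotation test left 13. Random regroupings of the 12 animals gave a median of 29 sets, so an adjusted p-value from camera at this correlation is a weak criterion.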

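A gene was taken as returned towards room air when it passed the thresholds in both steps, between O_2_-PBS and RA-PBS and, in the opposite direction, between O_2_-IC100 and O_2_-PBS. In the fit of all 12 animals, 0 genes were raised by O_2_ and lowered by IC100, and 0 were lowered by O_2_ and raised by IC100, since none passed between O_2_-IC100 and O_2_-PBS. These numbers were 98 and 27 without O_2_-IC100 animal 10. With DESeq2 in place of edgeR and all 12 animals they were 63 and 11. In the 11 fits that each left out another single animal, both were 0.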

Among these clusters, Cluster 4 and Cluster 6 comprised genes in which IC100 treatment corrected their expression in hyperoxia to levels similar to room air. 

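The k-means cluster with its centre nearest to a rise in O_2_-PBS only held 11 genes with all 12 animals. Its centre was -0.625 SD in RA-PBS, 1.15 SD in O_2_-PBS and -0.527 SD in O_2_-IC100. The matching cluster held 189 genes without O_2_-IC100 animal 10, with its centre at -0.782, 1.12 and -0.335 SD in the same order. All 60 genes drawn in Fig. 10d were tested. Each of the 60 had a higher mean in O_2_-PBS than in RA-PBS, with a median log2 fold change of 1.02 (0.39 to 3.54). Of the 60, 12 passed the thresholds with all 12 animals and 53 without animal 10. Between O_2_-IC100 and O_2_-PBS, 44 of the 60 were lower, with a median log2 fold change of -0.57 (-2.52 to 2.43). None passed with adjustment over all genes, and 26 passed with adjustment over these 60 alone. When animal 10 was left out, all 60 were lower, the median was -0.80 (-2.47 to -0.37), 25 passed over all genes and 44 over the list. The list holds the paper's own calls on these retinas, so its direction and the number that passed over the list alone were to some extent fixed in advance.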

Cluster 4 genes showed striking upregulation in hyperoxia and correction with IC100 treatment (Fig. 10d). Genes set enrichment analysis revealed that genes in this cluster are enriched for eye development, angiogenesis, leukocyte function, and VEGF signaling. 

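Marker genes of vessel cells were higher in O_2_-PBS than in RA-PBS. The 14 endothelial genes had a median log2 fold change of 1.19 and all 14 were higher (camera, adjusted p = 2.25e-11). The 10 tip cell and neovascular tuft genes had a median of 1.93 and all 10 were higher (adjusted p = 1.5e-17), and the 10 pericyte and mural genes had a median of 1.18 and all 10 were higher (adjusted p = 5.47e-08). All 3 sets were lower in O_2_-IC100 than in O_2_-PBS, by a median log2 fold change of -0.82 for endothelium (adjusted p = 1.95e-06), -1.25 for tip cells (adjusted p = 1.65e-06) and -0.39 for pericytes (adjusted p = 0.00685). When O_2_-IC100 animal 10 was left out, these medians were -0.43, -1.15 and -0.82 (adjusted p = 1.16e-06, 8.65e-08 and 1.06e-06). Vegfa (ENSMUSG00000023951) had 192.7 ± 8.46 normalized CPM in RA-PBS, 440 ± 39.1 in O_2_-PBS and 279.5 ± 93.1 in O_2_-IC100 (SD, n = 4 each). Its log2 fold change between O_2_-PBS and RA-PBS was 1.19 (standard error 0.23, adjusted p = 0.0557 from edgeR), and between O_2_-IC100 and O_2_-PBS it was -0.65 (standard error 0.23, adjusted p = 0.287). Leaving out animal 10, Vegfa averaged 325.3 ± 20.4 CPM in O_2_-IC100 (SD, n = 3), at a log2 fold change of -0.42 (adjusted p = 0.0766), which is under the fold change required.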

Cluster 6 genes showed striking downregulation in hyperoxia and correction with IC100 treatment (Fig. 10e). 

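The k-means cluster with its centre nearest to a fall in O_2_-PBS only held 1 gene with all 12 animals, at 0.698 SD in RA-PBS, -1.15 SD in O_2_-PBS and 0.447 SD in O_2_-IC100. It held 101 genes without O_2_-IC100 animal 10, with its centre at 0.598, -1.14 and 0.537 SD. The 30 genes drawn in Fig. 10e are again the paper's own calls on these retinas. Each had a lower mean in O_2_-PBS than in RA-PBS, at a median log2 fold change of -0.65 (-1.37 to -0.42). Of the 30, 1 passed the thresholds with all 12 animals and 19 without animal 10. Each of the 30 was higher in O_2_-IC100 than in O_2_-PBS, at a median of 0.32 (0.13 to 2.30). None passed over all genes and 8 over the list. The median was 0.61 (0.43 to 1.30) without animal 10, with 8 past the thresholds over all genes and 18 over the list.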

Genes set enrichment analysis showed that genes in this cluster are enriched for synapse assembly, neuron projection, and neuron differentiation. These results suggest that IC100 corrected hyperoxia-induced abnormal signaling pathways regulating vascular development, inflammatory response, and neuron development.

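Marker sets of amacrine, bipolar and ganglion cells had lower medians in O_2_-PBS than in RA-PBS, and those of rods and cones did not. The adjusted p-values given for them are from camera at the fixed correlation, the weak criterion described above. The 10 amacrine cell genes had a median log2 fold change of -0.33, with 0 of 10 higher (camera, adjusted p = 0.00358). The 10 bipolar cell genes had a median of -0.30 (adjusted p = 0.0501), and the 11 retinal ganglion cell genes had a median of -0.48, with 9.09% of them higher (adjusted p = 0.0166). The 10 rod genes moved by 0.02 (adjusted p = 0.780) and the 9 cone genes by 0.06 (adjusted p = 0.833). Between O_2_-IC100 and O_2_-PBS, the amacrine, bipolar and ganglion cell sets had medians of -0.22, -0.20 and 0.03 (adjusted p = 0.450, 0.141 and 0.711). The ganglion cell median was 0.29 without O_2_-IC100 animal 10, with 90.9% of its genes higher (adjusted p = 0.00577). The amacrine and bipolar medians were then 0.03 and 0.12 (adjusted p = 0.398 and 0.233). An increase of amacrine or bipolar markers with IC100 was thus not detected in either fit.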

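The 16 microglia and macrophage genes had a median log2 fold change of 0.85 between O_2_-PBS and RA-PBS, with 87.5% of them higher (camera, adjusted p = 6.55e-06). They did not fall in O_2_-IC100, where the median against O_2_-PBS was 0.98 with 100% of the genes higher (adjusted p = 2.05e-05), or 0.31 with 75% higher without animal 10 (adjusted p = 0.0775). The 12 genes of reactive Müller glia rose by a median of 1.50 in O_2_-PBS (adjusted p = 6.46e-17) and changed by -0.81 in O_2_-IC100 (adjusted p = 0.000643), or by -1.03 without animal 10 (adjusted p = 5.82e-07). Of the inflammasome genes, Pycard (ENSMUSG00000030793), which encodes ASC, had 2.02 ± 0.566, 3.0 ± 0.340 and 3.72 ± 2.61 normalized CPM in RA-PBS, O_2_-PBS and O_2_-IC100 (SD, n = 4 each). Its log2 fold change was 0.58 between O_2_-PBS and RA-PBS (adjusted p = 0.9995) and 0.27 between O_2_-IC100 and O_2_-PBS (adjusted p = 0.739), against -0.22 without animal 10 (adjusted p = 0.723). Gsdmd (ENSMUSG00000022575) changed by 1.26 between O_2_-PBS and RA-PBS (adjusted p = 0.804) and by 0.01 between O_2_-IC100 and O_2_-PBS (adjusted p = 0.994). Il18 (ENSMUSG00000039217) changed by -0.50 and 1.45 (adjusted p = 0.9995 and 0.287). Without animal 10 the changes against O_2_-PBS were -0.06 for Gsdmd (adjusted p = 0.962) and 0.63 for Il18 (adjusted p = 0.175). Il1b, Il6, Tnf and Nlrp3 had too few counts to be tested. Of the 4 tested qRT-PCR genes, Vegfa included, 1 passed as higher in O_2_-PBS than in RA-PBS in both fits. With adjustment over these 4 alone, 1 passed with all 12 animals and 2 without animal 10. Their log2 fold changes without animal 10 ran from -0.50 to 1.26. The adjusted p-values with all 12 animals therefore do not show that Pycard and Gsdmd were unchanged by O_2_. From the rise of cluster 4 and the fall of cluster 6 under hyperoxia, and the return of both in O_2_-IC100, the paper proposes that IC100 corrected signaling in vascular development, inflammation and neuron development.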

**Fig. 10:**
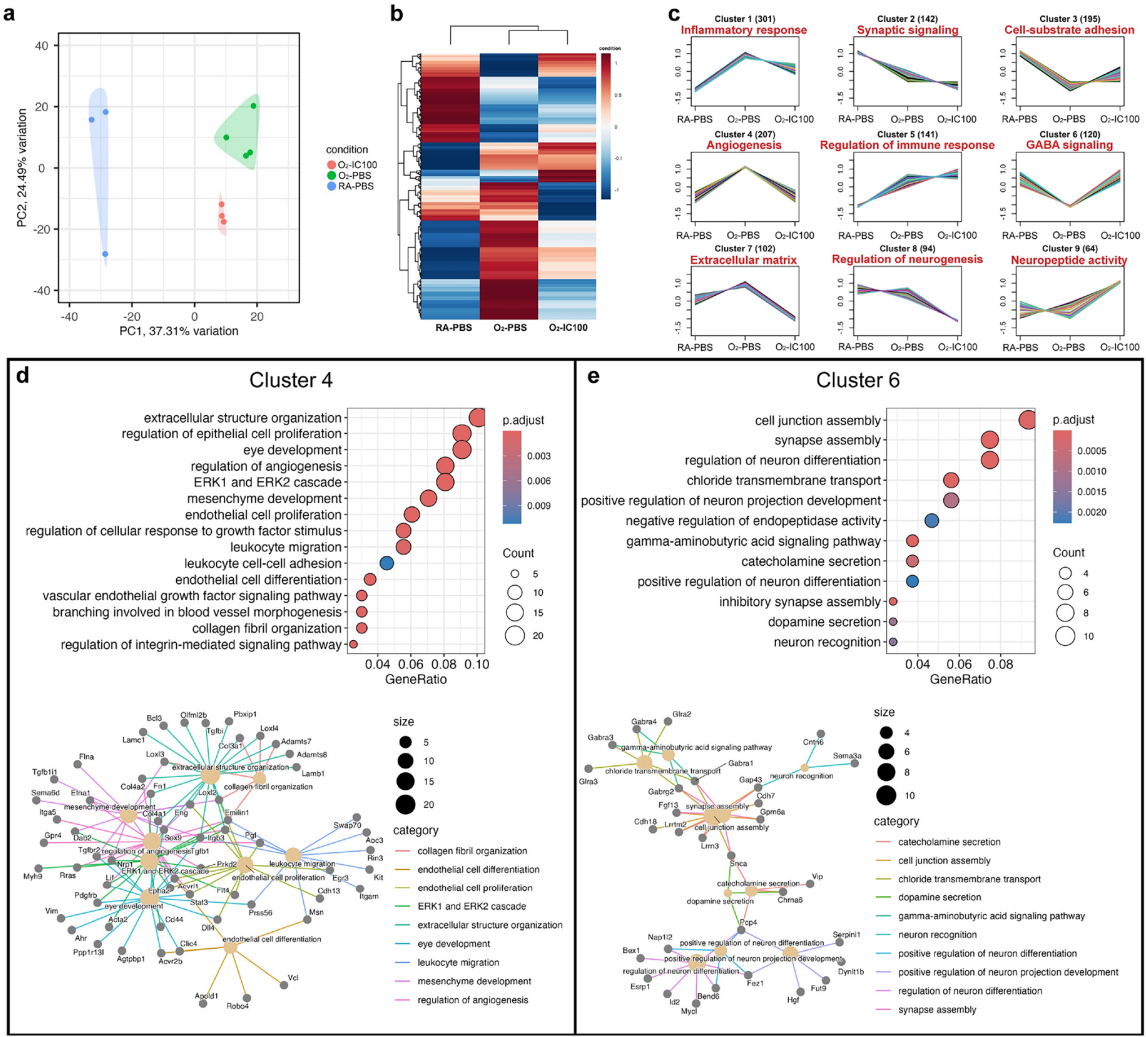
Differential expression and clustering analyses show IC100 prevents hyperoxia modulation of gene pathways related to eye development, retinal angiogenesis, VEGF signaling, and leucocyte functions. **a** Principal component analysis (PCA) plot showing separation of RA-PBS, O_2_-PBS, and O_2_-IC100 by PC1 and PC2. **b** Heatmap of differentially expressed genes showing relative expression. **c** Expression patterns identified in the 9 clusters with the number of genes displayed next to the cluster numbers. **d** Gene pathways upregulated by hyperoxia but corrected by IC100 treatment to the near RA levels in cluster 4 include eye development, angiogenesis, leukocyte migration and cell–cell adhesion, endothelial cell differentiation, and VEGF signaling. **e** Gene pathways that were downregulated by hyperoxia but corrected by IC100 treatment to near RA levels in cluster 6 include cell junction assembly, synapse assembly, and neuron differentiation. n = 3–4 retinas/group

In order to identify the specific transcriptional effects of hyoperoxia and IC100 treatment, we further performed pairwise differential gene expression analyses between RA-PBS and O_2_-PBS, O_2_-PBS and O_2_-IC100, and RA-PBS and O_2_-IC100 groups. Compared to RA-PBS, 580 genes were induced and 342 genes were suppressed in O_2_-PBS retinas (**Supplemental **Fig. 1a & 1b). 

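With all 12 animals, 129 genes were higher and 4 lower in O_2_-PBS than in RA-PBS, and 1174 genes had an unadjusted p-value under 0.05, where chance gives 824. DESeq2 gave 348 higher and 59 lower on the same animals (Wald test). The edgeR fit without O_2_-IC100 animal 10 gave 682 higher and 364 lower genes. A covariate for the crystallin level moved the 12-animal numbers most, to 1292 and 1066. Of genes whose 4 O_2_-PBS values all lay above the 4 RA-PBS values, the largest changes were in Esm1, Edn2 and Tnnt2. Esm1 (ENSMUSG00000042379), a tip cell gene, rose from 0.133 ± 0.116 to 8.73 ± 2.37 normalized CPM (SD, n = 4 each), at a log2 fold change of 5.97 (standard error 0.80, adjusted p = 0.00998 from edgeR). Edn2 (ENSMUSG00000028635) rose by 5.08 (standard error 0.46, adjusted p = 0.00175) and Tnnt2 (ENSMUSG00000026414) by 4.61 (standard error 0.69, adjusted p = 0.0191). The largest falls without overlap were in Etnppl (ENSMUSG00000019232), at -2.04 (standard error 0.24, adjusted p = 0.00495), Gabra4 (ENSMUSG00000029211), at -1.33 (standard error 0.21, adjusted p = 0.0233), and Gabrb1 (ENSMUSG00000029212), at -0.93 (standard error 0.15, adjusted p = 0.0274). In the fit without animal 10 the largest falls were instead in Mip (log2 fold change -8.56), Lgsn (-7.12) and Sox1 (-5.54). All 3 are among the genes with a high count in animal 10, and 127 of 361 genes lower in that fit were at least 4-fold higher in animal 10 than in the mean of the other O_2_-IC100 retinas. The same held for 110 of 674 genes higher in that fit and for 9.14% of all tested genes. Crystallin genes took 1.29 to 4.65% of the counts of RA-PBS animals 2 to 4, and at most 0.0163% in O_2_-PBS.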

Hyperoxia-induced genes were associated with extracellular matrix organization, angiogenesis, inflammatory response, and neuron death (**Supplemental **Fig. 1c & 1e). 

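Reactome sets, used in place of Gene Ontology terms, were tested with one-sided Fisher's exact tests against all tested genes with an Entrez identifier in any set, with Benjamini-Hochberg adjustment over 90 tests. Of the genes higher in O_2_-PBS than in RA-PBS, 52 were in this background of 5338 distinct identifiers. Extracellular matrix organization held 7 where chance gives 1.98 (adjusted p = 0.0486), and integrin cell surface interactions held 5 against 0.672 (adjusted p = 0.0228). VEGF signaling held 5 against 0.935 and interleukin signaling 5 against 0.906 (adjusted p = 0.0406 for both). Camera on all tested genes gave an adjusted p of 0.362 for VEGF signaling and 0.0114 for interleukin signaling. Innate immunity held 7 against 4.24 (adjusted p = 1) and apoptosis 1 against 1.32 (adjusted p = 1). In the fit without O_2_-IC100 animal 10, extracellular matrix organization held 43 of 306 genes against 11.6 (adjusted p = 1.34e-12) and innate immunity 40 against 24.9 (adjusted p = 0.0107). VEGF signaling held 11 against 5.47 (adjusted p = 0.0888), and apoptosis held 8 against 7.74 (adjusted p = 1). In all, 7 of the 90 tests passed 0.1 with all 12 animals and 21 without animal 10. The alternative that moved this number most with all 12 animals was camera on all tested genes, with 24 of its 45 tests.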

Hyperoxia-suppressed genes were associated with eye development, neural precursor proliferation, and synaptic transmission (**Supplemental **Fig. 1d & 1f). 

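Only 2 of the genes lower in O_2_-PBS than in RA-PBS were in the Reactome background with all 12 animals. Both belonged to synaptic transmission, where chance gives 0.0659 (adjusted p = 0.0324, one-sided Fisher's exact test), and both to GABA receptor activation, where chance gives 0.0195 (adjusted p = 0.00838). In the fit without O_2_-IC100 animal 10, 21 of 122 genes were in the synaptic set against 4.0 by chance (adjusted p = 5.3e-09), 13 in the GABA set against 1.18 (adjusted p = 2.01e-09) and 6 in phototransduction against 1.59 (adjusted p = 0.0291).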

Compared to O_2_-PBS, 350 genes were induced, and 128 genes were suppressed in the O_2_-IC100 retinas (**Supplemental **Fig. 2a & 2b). 

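Between O_2_-IC100 and O_2_-PBS, edgeR gave 0 genes higher and 0 lower at the thresholds with all 12 animals, while 2784 had an unadjusted p-value under 0.05. DESeq2, the tool the paper names, gave 28 higher and 84 lower on the same animals (Wald test). After leaving out O_2_-IC100 animal 10, 36 genes were higher and 122 lower, and 3201 had an unadjusted p-value under 0.05. Y-linked genes had 259 to 372 CPM in O_2_-IC100 animals 9, 11 and 12 and O_2_-PBS animal 8, and 8.82 to 10.9 CPM in O_2_-PBS animals 5 to 7. With expression of Y-linked genes as a covariate, 30 of these 158 genes still passed. Crh (ENSMUSG00000049796) had the largest rise without overlap in this fit, from 0.859 ± 0.329 (SD, n = 4) to 4.06 ± 1.11 (SD, n = 3) normalized CPM, at a log2 fold change of 2.25 (standard error 0.42, adjusted p = 0.0398 from edgeR). Adcyap1 (ENSMUSG00000024256) followed at 1.54 (standard error 0.23, adjusted p = 0.0262) and Lipg (ENSMUSG00000053846) at 1.42 (standard error 0.27, adjusted p = 0.0468). The largest falls were in Bcl3 (ENSMUSG00000053175), at -2.21 (standard error 0.33, adjusted p = 0.0262), Fam220a (ENSMUSG00000083012), at -2.16 (standard error 0.47, adjusted p = 0.0772), and Lad1 (ENSMUSG00000041782), at -2.07 (standard error 0.36, adjusted p = 0.0381). The symbol Fam220a belongs to 2 genes in the table, so counts could have been split between them. None of the 6 passed with all 12 animals. They were ranked in the fit without animal 10 after the 12-animal fit had given no gene to rank.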

IC100-induced gene pathways were associated with extracellular matrix organization, angiogenesis, and tissue remodeling in O_2_-exposed retinas (**Supplemental **Fig. 2c & 2e**).** IC100-suppressed gene pathways in O_2_-exposed retinas were associated with neurogenesis, synapse assembly, and GABA signaling (**Supplemental **Fig. 2d & 2f). 

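In the fit without O_2_-IC100 animal 10, the genes lower in O_2_-IC100 than in O_2_-PBS held 60 Reactome genes. Of these, 12 were in extracellular matrix organization against 2.28 by chance (adjusted p = 3.28e-05, one-sided Fisher's exact test), 6 in integrin interactions against 0.781 (adjusted p = 0.00113), 11 in axon guidance against 3.04 (adjusted p = 0.00153) and 4 in VEGF signaling against 1.07 (adjusted p = 0.0933). The genes higher in O_2_-IC100 held 12 Reactome genes, 2 of them in GABA receptor activation against 0.116 (adjusted p = 0.0321) and 2 in synaptic transmission (adjusted p = 0.204). With edgeR no gene passed in this comparison with all 12 animals, so its calls could not be tested for sets, and sets of DESeq2's calls were counted only over all comparisons together. Camera on all tested genes of the 12 animals placed apoptosis (adjusted p = 3.79e-06), cholesterol biosynthesis (adjusted p = 0.000336), innate immunity (adjusted p = 0.00748) and inflammasomes (adjusted p = 0.0698) higher in O_2_-IC100. Extracellular matrix organization was lower with an adjusted p of 0.305, and GABA receptor activation had an adjusted p of 0.962. Camera was run on these sets only with animal 10 included, so whether its results rest on that animal was not tested. In the fit without animal 10, the 12 higher Reactome genes held 0 of apoptosis, innate immunity and inflammasomes. Chance gives 0.304, 0.976 and 0.0268 there, too few to decide.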

Compared to RA-PBS, IC100 upregulated 248 genes and downregulated 284 genes in O_2_-exposed retinas (**Supplemental **Fig. 3a & 3b). 

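Compared to RA-PBS, 0 genes were higher and 0 lower in O_2_-IC100 with edgeR and all 12 animals, and 2183 had an unadjusted p-value under 0.05. DESeq2 gave 211 higher and 68 lower on the same animals (Wald test). Leaving out O_2_-IC100 animal 10, 158 were higher and 103 lower, with 2595 at an unadjusted p-value under 0.05. The largest rises without overlap in that fit were in Esm1, at a log2 fold change of 4.63 (standard error 0.47, adjusted p = 0.00135 from edgeR), Lilrb4a (ENSMUSG00000112148), at 3.99 (standard error 0.74, adjusted p = 0.0335), and Edn2, at 3.28 (standard error 0.37, adjusted p = 0.00309). The largest falls were in Sox1 (ENSMUSG00000096014), at -6.47 (standard error 1.35, adjusted p = 0.0532), Lgsn (ENSMUSG00000050217), at -6.46 (standard error 1.31, adjusted p = 0.0727), and Clic5 (ENSMUSG00000023959), at -3.01 (standard error 0.51, adjusted p = 0.0227). These 3 changed direction with all 12 animals, since animal 10 had 415.5, 7488 and 669.7 CPM on them. RA-PBS animals 2 to 4 had 1.29 to 4.65% of their counts on crystallin genes, so lens tissue there may account for these 3 falls.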

IC100 induced gene pathways regulating inflammatory response, angiogenesis, and cell migration (**Supplemental **Fig. 3c & 3e**)**. 

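The genes higher in O_2_-IC100 than in RA-PBS held 60 Reactome genes without O_2_-IC100 animal 10. Complement held 4 against 0.201 by chance (adjusted p = 0.000574, one-sided Fisher's exact test), innate immunity 13 against 4.88 (adjusted p = 0.00635), extracellular matrix organization 7 and integrin interactions 4 (adjusted p = 0.0372 for both), and VEGF signaling 3 (adjusted p = 0.293). The microglia and macrophage markers were higher than in RA-PBS with all 12 animals, at a median log2 fold change of 2.06 (camera, adjusted p = 2.06e-13), and without animal 10, at 1.02 (adjusted p = 5.54e-11). Endothelial markers had a median of 0.38 (adjusted p = 0.265), or 0.57 without animal 10 (adjusted p = 5.03e-07).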

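Of the genes lower in O_2_-IC100 than in RA-PBS without O_2_-IC100 animal 10, 43 were in the Reactome background and no set passed an adjusted p-value of 0.1. Synaptic transmission held 3 against 1.41 by chance and axon guidance 4 against 2.18 (adjusted p = 0.497 for both, one-sided Fisher's exact test). Camera on all tested genes of the 12 animals, which needs no calls, placed synaptic transmission (adjusted p = 3.51e-07) and GABA receptor activation (adjusted p = 0.000208) lower in O_2_-IC100. Axon guidance had an adjusted p of 0.867. For these Reactome sets camera was not run without animal 10. Amacrine cell markers were lower than in RA-PBS by a median log2 fold change of -0.52 with all 12 animals (camera, adjusted p = 0.00094) and -0.30 without animal 10 (adjusted p = 0.00019). Bipolar cell markers had medians of -0.58 (adjusted p = 0.00322) and -0.28 (adjusted p = 0.00136). Lens crystallin genes had the largest fall without animal 10, at a median of -8.71 (adjusted p = 1.1e-10). RA-PBS animals 2 to 4 had 1.29 to 4.65% of their counts on these genes, and O_2_-IC100 animals 9, 11 and 12 at most 0.00898%. Between O_2_-PBS and RA-PBS the same set had a median of -8.99 in this fit. Lens tissue in those RA-PBS retinas may thus account for the fall.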

The gene pathways that were downregulated by IC100 regulate neurogenesis, axonogenesis, and dendrite development (**Supplemental **Fig. 3d & 3f).

## Discussion

In this study, we found that hyperoxia exposure induced ASC specks in the mouse retinas. In an OIR mouse model, we showed that inhibition of ASC speck formation by IC100, a humanized monoclonal anti-ASC antibody, by IVT or IP injection improved vaso-obliteration and intravitreal neovascularization in OIR retinas. These vascular changes were associated with reduced microglial activation, restored retinal structure, and improved retinal function. These structural and functional improvements by IC100 correlated with corrections of hyperoxia-modulated gene pathways associated with eye development, angiogenesis, inflammatory response, and neurogenesis. To the best of our knowledge, this study is the first to demonstrate the efficacy of IC100 in successfully treating OIR mice. Given that IC100 is a humanized antibody, and it is being manufactured for possible use in clinical trials, it may have a potential therapeutic use in the treatment of preterm infants with ROP.

ROP, characterized by avascular retina and intravitreal neovascularization, continues to be a major cause of childhood vision impairment and blindness [1, 4] and current therapies using laser and VEGF inhibitors have unwanted side effects [6–9]. Anti-VEGF therapy by IVT injection is an effective therapy with several advantages compared with laser therapy, including the potential for increased visual field and lower degrees of refractive error [7]. However, there is a paucity of safety data about the effects on organ systems beyond the eye. IVT bevacizumab lowers serum VEGF levels for up to 8 weeks [38], and thus may inhibit vascular development in rapidly developing organs such as the lungs and brain of neonatal infants. In fact, anti-VEGF has been reported to be associated with lower motor scores and higher rates of neurodevelopmental disability in children [39, 40]. Thus, novel, safe, and effective therapies are needed for treating ROP.

Inflammasomes are multi-protein complexes that mediate proteolytic cleavage of GSDMD, pro-IL-1β, and pro-IL-18 by caspase-1 [18]. ASC is pivotal in inflammasome assembly and activation of caspase-1, which subsequently activates GSDMD that leads to pyroptosis, and fast release of IL-1β and IL-18 that results in inflammation [21]. There is increasing evidence that inflammasome activation plays a role in ROP. NLRP3 inflammasome activation is linked to OIR in mice [41], and treatment with MCC950, an inhibitor of NLRP3, reduced the pathological neovascularization in OIR mice [25]. We recently published a study showing that GSDMD gene knockout ameliorated hyperoxia-induced retinal injury including, vaso-obliteration and intravitreal neovascularization, retinal inflammation, retinal layer thinning, and transcriptional regulation of retinal gene pathways related to inflammation, cell death, tissue remodeling, and vascular development [26]. However, there is no report on whether ASC plays a role in OIR or if inhibition of ASC reduces retinal damage in OIR mice.

Herein, we tested if hyperoxia activates ASC in the developing vasculature and retinas. ASC speck formation is widely used as a readout for detecting inflammasome activation [42]. We utilized ASC-citrine reporter mice to examine if hyperoxia activates ASC speck formation in the retinas. We first exposed these mice to RA and 85% O_2_ from P1 to P14, which commonly used to induce BPD and multi-organ injuries in neonatal mice [26, 36]. We found that ASC specks were increased in hyperoxia-exposed lungs and brains in these mice (data not shown). When we examined the retinas, we found no ASC specks in RA-exposed mice. However, the hyperoxia-exposed retinas had increased ASC specks associated with disorganized vasculature. We also found a similar increase in retinal ASC specks and vascular association when neonatal ASC-citrine reporter mice and wildtype mice were exposed to 75% O_2_ from P7 to P11, which is commonly used in mice to induce ROP-like OIR models. Moreover, ASC specks were colocalized with both M1 and M2 activated microglia in the intravitreal neovascular areas of the OIR retinas. Additional studies with the OIR model in wildtype mice also detected ASC specks in retinal ganglion cells and microglia cells, as well as the vitreous fluid of the OIR mice. These novel data highlight that ASC is activated in the retinas of OIR mice, which sets a foundation for us further test the efficacy of ASC inhibition in treating OIR mice.

We tested IC100 for treatment of mouse OIR by IVT injection at P12 and IP injection at P12, P14, and P16 during the post hyperoxia exposure and room air recovery period. We performed detailed assessments of intravitreal vascularization, microglial expression, retinal layer thickness, retinal function, and transcriptome profiling. We have demonstrated that IC100 effectively treated both phases of OIR as IC100-IVT and IC100-IP had decreased retinal vaso-obliteration and intravitreal vascularization, with IC100-IVT being more effective. Similar to our recent publication on the role of GSDMD in OIR, we found that IC100 treatment reduced hyperoxia-induced retinal inflammation as assessed by reduced numbers of activated microglial cells detected by AIF-1 (M1 microglia/macrophages) and CD206 (M2 microglia/macrophages) in the retinas. Similar findings of M1 and M2 microglial cells both existing in OIR mouse retinas have been previously reported [33]. Microglial cells play active roles in maintaining the normal structure and functioning of the retina under normal physiological conditions. Microglia become pathologically activated in a chronic pro-inflammatory environment and release excessive inflammatory mediators that promote retina damage and disease progression [43–45]. Preventing chronic microglial activation by IC100 would certainly reduce retina injury and the progression of OIR caused by chronic hyperoxia exposure.

Previous studies have demonstrated that mouse OIR models have reduced retina thickness in multiple layers [26, 46]. We sought to understand the role of ASC in retinal structure development by analyzing retinal thickness. We found that under hyperoxia exposure, the placebo-treated mice had retinal thinning compared to the IC100-IVT and IC100-IP-treated hyperoxia-exposed retinas, with major differences observed in the INL, ONL and total retinal thickness. We also observed disorganized GCL with missing ganglion cells in oxygen-exposed, placebo-treated retinas. However, treatment with IC100 significantly reduced the thinning of these layers and improved the organization of the GCL. The INL has second order neuron bipolar cells, and the ONL has cone photoreceptors [47]. Bipolar cells separate visual signals evoked by light and dark contrasts and encode them to ON and OFF pathways, respectively [48]. Photoreceptors are specialized neurons that convert light into electrical signals that stimulate physiological processes. Signals from the photoreceptors are sent through the optic nerve to the brain for processing [49]. Thus, any therapeutic that reduces thinning of these tissue layers and improves GCL organization as we have shown that IC100 does, should help maintain or restore retina structural development and improve ROP functional outcomes.

To that end, we tested if decreased pathological vascularization, reduced inflammation, and restored retinal layer development by IC100 treatment led to improved retinal function as assessed by PERG in our OIR model. We found that placebo injected hyperoxia-exposed retinas had drastically decreased amplitude, however, treatment with IC100 by IVT injection significantly increased amplitude in the hyperoxia-exposed mice. Previous studies in OIR mice have shown that this model not only has abnormal vasculature, but also significantly reduced neuronal function [30, 50]. In a study similar to ours it was recently reported that a humanized monoclonal antibody Fab fragment to the angiogenic factor secretogranin III, effectively corrected retinal dysfunction in OIR mice [30]. These data suggest an potential role for antibodies against both inflammasome-related molecules and angiogenic factors in regulating retinal functions under hyperoxia that result in ROP.

Our study provided molecular insights into the underlying mechanisms by which IC100 treatment improves retinal structure and function in this OIR model. We showed by qRT-PCR that IC100 specifically downregulated hyperoxia-induced gene expression of inflammasome-related molecules such as Asc, Gsdmd, and Il1b, inflammatory mediators, Il6 and Tnf, and an angiogenic factor, Vegf. Our retinal RNA-seq data provided a better characterization of how IC100 affects hyperoxia-regulated transcriptomes and biological pathways related to OIR. We found that hyperoxia upregulated and downregulated distinctive gene pathways in the PBS-treated retinas but IC100 treatment corrected some of these gene pathways under hyperoxia. In O_2_-PBS retinas, hyperoxia-induced gene pathways in cluster 4 were corrected by IC100 to about room air levels, including extracellular structure organization, mesenchyme development, regulation of angiogenesis, regulation of eye development, endothelial cell differentiation and proliferation, and leukocyte migration. 

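Tgfbi (ENSMUSG00000035493) had 2.52 ± 1.47 normalized CPM in RA-PBS, 8.11 ± 1.01 in O_2_-PBS and 6.07 ± 3.08 in O_2_-IC100 (SD, n = 4 each). Its log2 fold change was 1.68 between O_2_-PBS and RA-PBS (standard error 0.41, adjusted p = 0.137 from edgeR) and -0.44 between O_2_-IC100 and O_2_-PBS (standard error 0.40, adjusted p = 0.559). Col3a1 (ENSMUSG00000026043) had 6.64 ± 3.83, 21.2 ± 5.46 and 14.6 ± 14.3 CPM, with log2 fold changes of 1.68 (adjusted p = 0.403) and -0.56 (adjusted p = 0.589). Loxl4 (ENSMUSG00000025185) had 6.7 ± 1.67, 11.4 ± 2.04 and 12.5 ± 11.4, with changes of 0.76 (adjusted p = 0.938) and 0.11 (adjusted p = 0.907). Fn1 (ENSMUSG00000026193) had 89.8 ± 29.2, 307.7 ± 103.7 and 87.4 ± 36.7, with changes of 1.78 (standard error 0.39, adjusted p = 0.0947) and -1.81 (standard error 0.39, adjusted p = 0.287). Between O_2_-PBS and RA-PBS, adjusted p-values without animal 10 were 0.00451 for Tgfbi, 0.00617 for Col3a1, 0.0221 for Loxl4 and 0.00206 for Fn1. The log2 fold changes were then 1.69, 1.68, 0.76 and 1.78. The O_2_-IC100 means of these 4 genes without animal 10 were 4.6 ± 1.13, 7.42 ± 1.23, 6.8 ± 0.950 and 105.5 ± 7.3 (SD, n = 3). The changes against O_2_-PBS were then -0.80 for Tgfbi (adjusted p = 0.217), -1.50 for Col3a1 (adjusted p = 0.0863), -0.73 for Loxl4 (adjusted p = 0.125) and -1.53 for Fn1 (adjusted p = 0.0484). Together with Loxl2, Loxl3, Itgb3, Sox9, Pgf, Gpr4, Vim, Ahr, Clic4, Agtpbp1, Prss56, Msn, Itgam, Aoc3 and Swap70 they make 19 genes. All 19 were higher in O_2_-PBS than in RA-PBS, and 5 passed the thresholds, or 17 without animal 10. In O_2_-IC100, 14 of the 19 were lower than in O_2_-PBS (median log2 fold change -0.48, none past the thresholds), and without animal 10 all 19 were lower (median -0.80) and 9 passed. Adjusted over the 19 alone, 7 passed with all 12 animals and 14 without animal 10. Loxl4, Sox9, Pgf, Vim and Itgam were higher in O_2_-IC100 with animal 10 and lower without it.

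**Figure D3:**
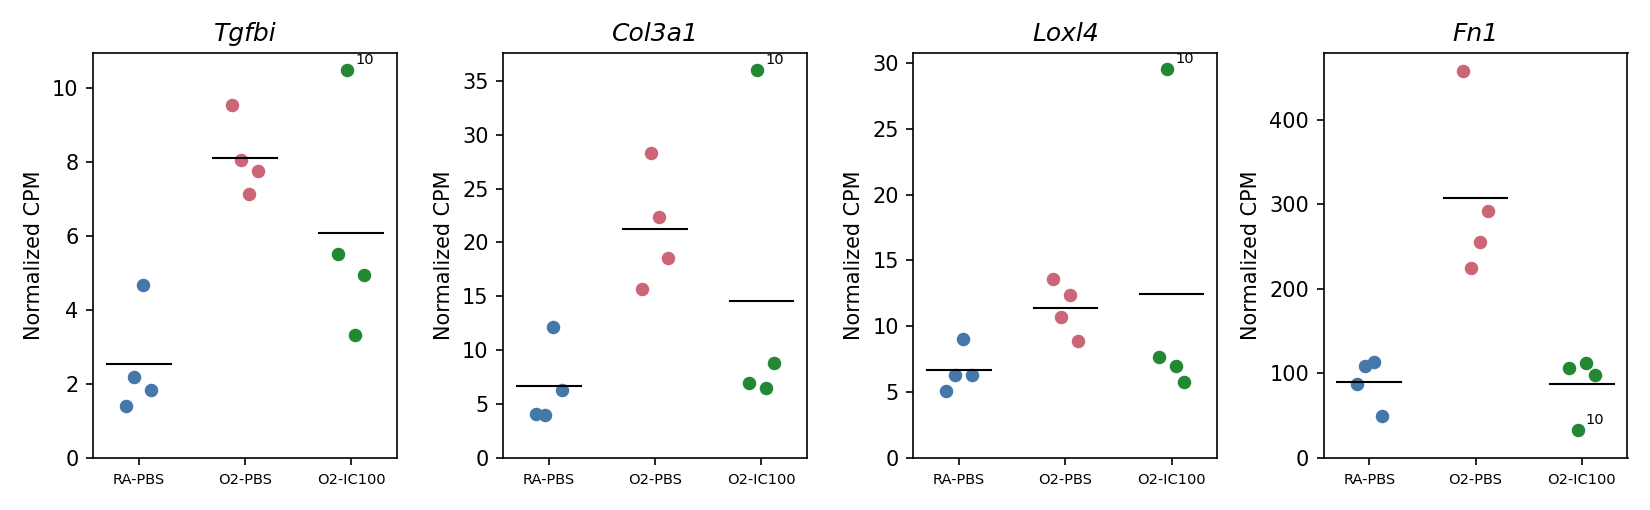
Normalized CPM of Tgfbi, Col3a1, Loxl4 and Fn1 in each animal of the RA-PBS, O_2_-PBS and O_2_-IC100 groups. Each point is 1 animal, the line is the mean of the 4 animals, and O_2_-IC100 animal 10 is marked; it has 35.98 CPM of Col3a1 and 29.5 of Loxl4.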

Some specific genes in these pathways included TGF beta induced (Tgfbi) [51], collagen type III alpha 1 chain (Col3a1) [52], lysyl oxidase like-4 (Loxl4) [53], and fibronectin (Fn1) [54] (extracellular structure organization); Loxl2 and Loxl3 [53], and integrin subunit beta 3 (Itgb3) [55] (mesenchyme development); Sox9 [56], placenta growth factor (Pigf) [57], and G protein-couple receptor 4 (Gpr4) [58] (angiogenesis); vimentin (Vim) [59], aryl hydrocarbon receptor (Ahr) [60], chloride intracellular channel 4 (Clic 4) [61], and ATP/GTP binding protein 1 (Agtpbp1) [62] (eye development); and putative serine protease 56 (Prss56) [63], moesin (Msn) [64], integrin alpha M (Itgam) [65], amine oxidase copper containing 3 (Aoc3) [66], and switching B cell complex subunit (Swap70) [67] (leukocyte migration). Many of these genes have been associated with adult retinal diseases. Our data are the first to show that these genes could be direct or indirect target genes of the inflammasome cascade, which play important roles in OIR. We also identified some of the hyperoxia-suppressed gene pathways that were corrected by IC100 in cluster 6 including synapse assembly, regulation of neuron differentiation, projection, and recognition. 

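Fgf13, Cdh18, Gap43, Nap1l2, Fez1, Bend6, Serpini1, Fut9 and Hgf make 9 genes, each lower in O_2_-PBS than in RA-PBS, with a median log2 fold change of -0.62 (-0.92 to -0.48). None passed the thresholds with all 12 animals, and 5 did without O_2_-IC100 animal 10. Each was higher in O_2_-IC100 than in O_2_-PBS, at a median of 0.30 (0.13 to 0.56), with none past the thresholds. The median was 0.56 (0.43 to 0.90) without animal 10. Only Cdh18 passed in that fit, and 3 of the 9 passed with adjustment over the list alone. Cdh18 (ENSMUSG00000040420) had 13.6 ± 2.15 normalized CPM in RA-PBS, 9.29 ± 1.31 in O_2_-PBS and 11.5 ± 6.47 in O_2_-IC100 (SD, n = 4 each), and 14.7 ± 0.417 in O_2_-IC100 without animal 10 (SD, n = 3). Its log2 fold change against O_2_-PBS was 0.32 (standard error 0.46, adjusted p = 0.716 from edgeR) and 0.67 without animal 10 (standard error 0.15, adjusted p = 0.0715). Hgf (ENSMUSG00000028864) had the largest change of the 9, at 0.56 (standard error 0.47, adjusted p = 0.524) and 0.90 (standard error 0.25, adjusted p = 0.120). Fut9 fell slightly when O_2_-IC100 animal 11 or animal 12 was left out, at -0.02 and -0.10.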

Some of specific genes in these pathways included fibroblast growth factor 13 (Fgf13) [68], cadherin 18 (Cdh18) [69], and growth associated protein 43 (Gap43) [70] (synapse assembly); nucleosome assembly protein 1-like 2 (Nap1l2) [71], fasciculation and elongation protein zeta-1 (Fez1) [72], BEN domain containing 6 (Bend6) [73], serpine family I member 1 (Serpini1) [74], alpha-(1,3)-fucosyltransferase (Fut9) [75], and hepatocyte growth factor (Hgf) [76] (regulation of neuron differentiation and projection development). The known functions of some of these genes are related to photoreceptor degeneration, retinal degeneration, retinal development, neural circuit establishment, and self-renewal of neural stem cells. Their roles in the development of OIR or ROP have not been established. The fact that IC100 treatment improved retinal structure and function and corrected expression of these genes further supports the critical role of ASC in the pathogenesis of OIR by transcriptional regulation of hyperoxia-modified genes in mouse models.

We recognize that treatment with IC100 partially corrected the transcriptional changes induced by hyperoxia compared to normal-developed retinas in the RA-PBS group. These results are expected, given that IC100 treatment was provided on P12 when the retinas had been exposed to hyperoxia for 5 days, and the vascular injury and inflammation were induced by hyperoxia at this time. This hyperoxia exposure and treatment sequence closely resemble the clinical practice in ROP diagnosis and treatment.

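How far IC100 returned the changes of O_2_ towards RA-PBS was measured in RA-PBS and O_2_-PBS animals that had not been used to choose the genes. The O_2_-IC100 animals were not held out: the same ones were in the fit that called the genes and in the estimate. In each of 36 divisions, genes were called with 2 animals of each PBS group, and the return was measured in the other 2 as the O_2_-IC100 minus O_2_-PBS difference in percent of the RA-PBS minus O_2_-PBS difference, from medians over the genes. With all 12 animals, 17 of the 36 divisions called any gene, at most 4 genes each. The median return in these was 38.1% (33.7 to 47.9%), for a median change of 3.35 by O_2_ and of 1.26 back (log2). Leaving out O_2_-IC100 animal 10, all 36 divisions called 301 to 2348 genes, and the median return was 48.1%, with quartiles of 41.0 and 54.0% and a range of 29.3 to 223.3%. Leaving out O_2_-IC100 animal 9, 11 or 12 instead gave 33.8, 34.1 and 36.4%, from only 7, 5 and 5 divisions that called any gene, with at most 3, 2 and 2 genes each. No p-value was computed for this measure.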

In conclusion, this study demonstrates that hyperoxia activates ASC in mouse retinas. Treatment with IC100 largely attenuates abnormal vascularization, inflammation, retinal thinning, and retinal dysfunction in a mouse model of OIR. We provide transcriptional effects of hyperoxia and IC100 treatment in addition to the structural and functional changes in this model. The results from this study, combined with our recently published data on the effects of GSDMD deficiency in ameliorating hyperoxia-induced lung and retinal injury in neonatal mice [26], highlight that the inflammasome-cascade is central to hyperoxia-induced premature multi-organ damage including the retinas. Additional studies are needed to test this antibody in other rodent models of OIR to gain evidence that targeting ASC may be beneficial for treating ROP in premature infants.

### Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file3

## Data Availability

The datasets generated during the current study are available in  under record GSE261490.

How the deposited data were processed for this re-analysis (not part of the article)

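RNA of P18 retinas was measured by RNA-seq in 12 mice, 4 each of the RA-PBS, O_2_-PBS and O_2_-IC100 groups. Each sample's group, age, oxygen exposure and injections were taken from its label and from the paper, never from its values. The labels write the end of 75% O_2_ as P12 and the paper gives P11 as its last day. The authors pseudoaligned the 150 bp paired-end reads to the GRCm39_104 mouse transcriptome with Kallisto and summed the transcripts per gene with tximport, so the deposited table holds expected counts per gene that are not scaled to library size. It has 36131 genes, 35374 of them with a symbol, and 42.2% of its values are not whole numbers. No other file was analysed here. Total counts per retina were 14907143 to 24438082. The reference at hand is of the GRCm38 build, so genes were paired with it by symbol, for lengths, GC content and Entrez identifiers only, and no positions are given.

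Counts were rounded and analysed in R 4.3.3 with edgeR 4.0.16. Normalization was by TMM, genes were kept by filterByExpr (16489 genes), and a quasi-likelihood model with robust empirical Bayes was fitted to the 3 groups together with no covariate. Each of the 3 comparisons was a two-sided quasi-likelihood F test with Benjamini-Hochberg adjustment over all tested genes, here called the adjusted p-value. The thresholds are those of the paper: a fold change of at least 1.5, a p-value under 0.05 and an adjusted p-value under 0.1. The smallest share of counts that the depth could show, 3 counts, was 1.23e-05% to 2.01e-05% of a library. Normalized CPM are counts scaled by TMM library size, and they are given as mean ± SD.

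Principal components, the 9 k-means clusters, the return measured in held-out animals, the marker sets (camera of limma 3.58.1) and the Reactome sets (one-sided Fisher's exact test) were computed as stated beside each result. The marker lists of 20 tissues and cell types and the 15 Reactome sets, these comparisons, their tests and most alternatives were fixed before the data were examined. Genes named are every gene the paper names for RNA-seq, those of its Fig. 10d and Fig. 10e, those of its qRT-PCR, members of the marker sets, and for each comparison and direction the 3 with the largest log2 fold change past the thresholds, at a mean of at least 1 CPM and with no overlap between the groups. For both comparisons of O_2_-IC100 this ranking was made in the fit without animal 10, which was decided after the fit of all 12 animals had called no gene.

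The alternatives tried were DESeq2 1.42.0, the tool the paper names, limma voom, 3 other normalizations, 2 other filters on low counts, stricter thresholds, fits of only the 2 groups compared, empirical Bayes that is not robust, 1 surrogate variable (sva 3.50.0), a covariate for the lens crystallin level, other clusterings and set tests, each animal left out in turn, and all 16 pairs of 1 RA-PBS and 1 O_2_-IC100 animal left out together. Added after seeing the data were DESeq2 without animal 10, without animals 1 and 10 and for all 16 pairs, the fit without animals 1 and 10 singled out, a correction for transcript length and GC content (splines with 4 degrees of freedom), and fits without animal 10 that had this correction, a Y-linked covariate or the crystallin covariate. The seed of random draws was 1. Reactome sets came with fgsea 1.28.0 in place of the paper's Gene Ontology analysis.

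The procedure was tested on simulated data. These had the gene means and library sizes of the data without animal 10, and only genes above a minimum level. The changed genes shared a single fold change, and all libraries a single spread. The simulation therefore does not show how the fits behave with animal 10 or with unequal spread. With 200 changed genes, edgeR recovered 100% of them, 0.498% of its 201 calls were of unchanged genes, and it called 0 of 12292 genes in a comparison without change. DESeq2 and voom recovered 100% as well. A simulated length bias gave 1780 false calls among 12092 unchanged genes before the length and GC correction and 14 after it. A return of 50% was measured as 48.8% over 202 genes. The same simulated animals chose these genes and gave the estimate, so the held-out measure itself was not tested. The markers Xist, Tsix, Ero1a and Bmal1 have no entry under these symbols and were left out. The qRT-PCR, protein, imaging and electrophysiology results have no counts in the table and were not analysed here.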

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

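The test of lens tissue in O_2_-IC100 animal 10 was chosen only after that result had been seen, and the other measures of this part were compared between animals by 1 rule. In each group of 4 animals, the highest or lowest value was singled out when its gap to the nearest other value, divided by the range of the group, was above Dixon's 95% critical value for 4 samples. Of 195 such comparisons, 36 of library measures and 159 of genes, 45 were singled out, where chance gives 9.75. Animal 10 accounted for 33 of the 45.

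O_2_-IC100 animal 10 lay far from the other 3 animals of its group in 9 library measures. Lens crystallin genes took 60.62% of its counts (95% Wilson interval 60.6 to 60.64%), and the paper's main text does not report on lens genes. Its 10 most abundant genes took 50.15% (50.13 to 50.16%), its rod genes 0.3388% (0.3365 to 0.3411%), blood genes 0.2673% (0.2653 to 0.2694%), myelin genes 0.02114% (0.02057 to 0.02172%), pigment epithelium genes 0.346% (0.3437 to 0.3483%) and melanocyte genes 0.1553% (0.1537 to 0.1569%). The 10 most abundant genes of the other 11 libraries took 6.07 to 7.18%. Its TMM factor was 0.3244, against 1.07 to 1.15 in the other libraries, and its Y-linked genes had 1.316 CPM. A candidate explanation is lens tissue carried over with the retina, which would dilute all rod genes by a common factor. The log2 ratio of the 10 rod genes to the other animals had a median of -3.95 and an SD of 0.866. The limit set for speaking against a common factor was 1. The scatter that a common factor alone would give was not measured, and a limit of 1 allows wide scatter. The rod genes therefore do not decide whether there was a common factor. Crystallin genes alone do not account for a fall of this size, and blood, pigment epithelium and melanocyte genes were raised as well, so other tissue of the eye or a mislabelled sample remain possible and were not told apart. A biological explanation from the design would be IC100 itself, but the other 3 animals given IC100 had crystallin shares of 0.00435 to 0.00898%. A low sequencing depth is ruled out by the total, 24438082 counts, the highest of the 12. No value of animal 10 was altered or removed from the 12-animal results.

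Single genes lay apart in animal 10 as well. In normalized CPM they were Mip 19710, Lgsn 7488, Vim 2949, Clic5 669.7, Sox1 415.5, Agtpbp1 136.9, Msn 94.94, Sox9 59.08, Clic4 50.37, Col3a1 35.98, Fez1 31.69, Loxl4 29.54, Ahr 26.13, Il18 23.99, Swap70 15.48, Pgf 14.39, Itgb3 10.86, Fgf13 7.252, Nap1l2 6.943, Bcl3 5.807, Serpini1 4.296, Cdh18 1.767, Hgf 0.505 and Adcyap1 0.505. Of genes the paper names in cluster 4, those singled out as higher were Vim, Msn, Sox9, Clic4, Col3a1, Loxl4, Swap70, Pgf and Itgb3. Those singled out as lower were Agtpbp1 and Ahr. Not past the critical value, Tgfbi, Loxl2, Loxl3, Gpr4 and Itgam were also higher in animal 10 than in the rest of its group. Fn1, Prss56 and Aoc3 were likewise lower. All 9 genes named in cluster 6 were lower, 6 of them past the critical value. The same carry-over could produce both by adding and diluting counts, as the SD of 0.866 among rod genes is below 1, but single genes were not tested for it.

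The remaining 12 were spread over 6 other animals. Of these, 6 were library measures, more than the 1.8 that chance gives over all 36, and 6 were genes, against 7.95 over all 159. RA-PBS animal 1 had 17658 genes detected, against at least 20631 in the other RA-PBS animals. RA-PBS animal 4 had 0.6104% of its counts on myelin genes (95% Wilson interval 0.6068 to 0.614%), against at most 0.00717% in the other RA-PBS animals, and 0.1149% on pigment epithelium genes (0.1133 to 0.1165%). O_2_-PBS animal 6 had 0.01626% on lens crystallin genes (0.01567 to 0.01687%), and O_2_-IC100 animal 9 had 0.01824% on microglia genes (0.0176 to 0.0189%), the lowest of its group. Y-linked genes had 259.2 CPM in O_2_-PBS animal 8 and 8.82 to 10.9 CPM in the other 3 O_2_-PBS animals. Of single genes in O_2_-PBS, animal 5 lay apart for Pgf (7.658 CPM) and Pycard (2.492), animal 6 for Gap43 (19.03), Gsdmd (1.251) and Sox1 (0.1043), and animal 8 for Lilrb4a (0.652). No explanation was tested for these values, biological or technical, except that Y-linked expression was tried as a covariate under the other observations.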

How the results depend on the processing

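No test in this part was chosen after its result was seen apart from the added alternatives, which were chosen after seeing the data and are marked as added. Numbers of genes past the thresholds are given as higher and lower in O_2_-PBS than RA-PBS, then in O_2_-IC100 than O_2_-PBS, then in O_2_-IC100 than RA-PBS, followed by genes raised by O_2_ and lowered by IC100 and genes lowered by O_2_ and raised by IC100. With edgeR and all 12 animals they were 129 and 4, 0 and 0, 0 and 0, followed by 0 and 0. Unadjusted p-values under 0.05 numbered 1174, 2784 and 2183 in the 3 comparisons. No paired analysis was possible because the groups share no replicate numbers.

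DESeq2 gave 348 and 59, 28 and 84, 211 and 68, followed by 63 and 11. Voom gave 185 and 9, 0 and 2, 2 and 0, followed by 2 and 0. Upper-quartile normalization gave 171 and 4 for O_2_-PBS against RA-PBS and 3 and 0 for O_2_-IC100 against RA-PBS, and no filter on low counts gave 99 and 3 and then 2 and 0 for the same comparisons. For O_2_-PBS against RA-PBS, scaling by library size only gave 43 and 2, a stricter adjusted p-value of 0.05 with no minimum fold change 74 and 3, and a fold change of 2 gave 106 and 2. Fits of only the 2 groups compared gave 570 and 297 for O_2_-PBS against RA-PBS. With 1 surrogate variable, which was 0.897 in animal 10 and at most 0.205 in the others, the numbers were 880 and 878, 5 and 27, 482 and 867, followed by 26 and 4. With the crystallin level as a covariate they were 1292 and 1066 in O_2_-PBS against RA-PBS and 1404 and 1376 in O_2_-IC100 against RA-PBS. The cause was not tested.

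Of the added alternatives, leaving out animals 1 and 10 gave 635 and 333, 62 and 220, 166 and 149, followed by 152 and 36. DESeq2 without animal 10 gave 760 and 407, 81 and 313, 276 and 285, followed by 204 and 50. DESeq2 without animals 1 and 10 gave 683 and 360, 104 and 355, 248 and 294, followed by 209 and 51. The length and GC correction with all 12 animals gave 157 and 15 for O_2_-PBS against RA-PBS. The same correction without animal 10 gave 728 and 398, 40 and 92, 198 and 77, followed by 81 and 22. A Y-linked covariate without animal 10 gave 537 and 343, 13 and 23, 207 and 213, followed by 21 and 11. The crystallin covariate without animal 10 gave 2020 and 1007, 109 and 309, 923 and 481, followed by 231 and 83. The cause was not tested.

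Across the 12 fits that each left out 1 animal, the numbers ran from 30 to 682 and from 2 to 364, from 0 to 36 and from 0 to 122, from 0 to 158 and from 0 to 103, followed by 0 to 98 and 0 to 27. The fit without O_2_-IC100 animal 10 gave each of these highest values. Across the 16 fits that left out 1 RA-PBS and 1 O_2_-IC100 animal they ran from 11 to 852 and 1 to 491, 0 to 121 and 0 to 311, 0 to 483 and 0 to 442, followed by 0 to 183 and 0 to 50. Only the 4 pairs with animal 10 gave any gene between O_2_-IC100 and O_2_-PBS. With DESeq2, added, the 15 pairs other than animals 1 and 10 ran from 223 to 967 and 16 to 515, 15 to 228 and 39 to 365, 51 to 608 and 8 to 536, followed by 32 to 229 and 1 to 65. All 133 genes called with 12 animals were also called without animal 10. Animal 10 is in neither group of O_2_-PBS against RA-PBS, where the fits of only the 2 groups gave 570 and 297, so there the numbers fell when animal 10 shared the fit. Leaving out animal 9, 11 or 12 instead gave 100, 109 and 108 higher genes. Which step of the shared fit is responsible was not tested.

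The k-means cluster raised in O_2_-PBS only held 11 genes, 49 by correlation with the pattern and 69 among genes called by DESeq2, and 174 without animals 1 and 10 (added). The cluster lowered in O_2_-PBS only held 1 gene, 32 with DESeq2 and 87 without animals 1 and 10 (added). With 1 animal left out they ran from 2 to 189 and from 1 to 101. Marker sets past an adjusted p-value of 0.1 numbered 44, 4 with the correlation estimated per set and 13 with fry, and 39 to 46 with 1 animal left out. Reactome sets numbered 7, 16 with genes called by DESeq2, 24 with camera on all tested genes and 24 without animals 1 and 10 (added), and 0 to 21 with 1 animal left out. The median return towards RA-PBS was 38.1%, and 46.58% when the same animals chose the genes and gave the estimate, and ran from 33.79 to 48.11% with 1 O_2_-IC100 animal left out, where only the fit without animal 10 called genes in all 36 divisions. With scaling by library size no division called a gene and no return could be computed. The ratio on PC1 and PC2 was 0.311, and with the variance stabilizing transformation 0.3427 (exact permutation p = 0.0467), and ran from 0.1983 to 1.012 with 1 animal left out (p = 0.0045 to 0.721). The cause was not tested.

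Some log2 fold changes reversed. Between O_2_-IC100 and O_2_-PBS with scaling by library size only, Loxl4 was -0.6429, Sox9 -0.6089, Pgf -0.9383, Itgam -0.5283, Pycard -0.2901 and Gsdmd -0.3173, all 6 positive with TMM. Without its TMM factor of 0.3244 every gene of animal 10 is scaled down alike, so these 6 reversals say nothing about the single genes. With the surrogate variable they were -0.7253, -0.6151, -1.3798, -0.4487, -0.2134 and -0.0111 in the same order, and Vim was -0.8349. With the length and GC correction and animal 10 left out (added) they were -0.5805, -0.5034, -1.3437, -0.3677, -0.2664 and -0.0657, and Vim was -0.774. Against RA-PBS, Lgsn, Sox1 and Clic5 were -4.9866, -2.8847 and -1.6759 with the surrogate variable and -6.565, -6.3267 and -2.96 with the added correction without animal 10.

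With 1 animal left out, the change between O_2_-IC100 and O_2_-PBS ran from -0.7275 to 0.3535 for Loxl4, -1.6387 to 0.0537 for Itgb3, -0.5838 to 0.2575 for Sox9, -1.3752 to 0.444 for Pgf, -0.8017 to 1.7159 for Vim, -0.462 to 0.2676 for Itgam, -0.0997 to 0.5201 for Fut9, -0.2216 to 0.519 for Pycard and -0.1168 to 0.1859 for Gsdmd. Against RA-PBS it ran from -6.4571 to 5.3118 for Lgsn, -6.4678 to 6.0678 for Sox1 and -3.0144 to 4.8635 for Clic5. The cause was not tested. Of the other values for single genes, 1114 kept their direction and their side of the thresholds, 125 newly passed and 63 no longer passed. Of the summary values, 314 moved and 5 newly passed, and 267 stayed within 1.5 times the number first given, within their spread or on their side of the threshold. Depth limits Il1b, Il6, Tnf and Nlrp3, which had too few counts to be tested.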

Differences from the paper's values

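The tests in this part were set before the data were examined, except the settings marked as added, which were chosen after seeing the values. Any value within 1.5 times the paper's is counted as reaching it.

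The paper's number of genes higher in O_2_-PBS than RA-PBS is 580, and all 12 animals gave 129. Of the alternatives set before the data were examined, fits of only the 2 groups (570), the fit without O_2_-IC100 animal 10 (682) and the 4 pairs left out that include animal 10 (635 to 852) reached it, and the others did not. Among settings added after seeing the values, 5 reached it with 537 to 760, namely leaving out animals 1 and 10 with edgeR or DESeq2, DESeq2 without animal 10, and the fits without animal 10 with the length and GC correction or the Y-linked covariate. DESeq2 without animals 2 and 10 or 4 and 10, also added after seeing the values, gave 750 and 790. The paper's number of lower genes is 342, against 4. The same planned settings reached it, with 297, 364 and 333 to 491, and so did the same 5 settings added after seeing the values, with 333 to 407, and the same DESeq2 pairs, added after seeing the values, with 484 and 391.

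For O_2_-IC100 against O_2_-PBS, the paper's numbers are 350 higher and 128 lower, and all 12 animals gave 0 and 0, with 2784 genes at an unadjusted p under 0.05. No setting that was run reached 350 higher genes; the highest of any was 228, from DESeq2 without animals 4 and 9, a setting added after seeing the values. The 128 lower genes were reached without animal 10 (122) and by no other alternative set before the data were examined. Added after seeing the values, the length and GC correction without animal 10 (92) reached it, as did DESeq2 without 4 pairs, animals 1 or 4 with 9 or 11 (93 to 174). The paper gives more genes induced than suppressed by IC100. Here DESeq2 without animals 1 and 10, added after seeing the values, gave 104 higher and 355 lower, and the fit without animal 10 gave 36 higher and 122 lower. With the order of the 2 groups exchanged, the 355 and 104 genes of DESeq2 would reach the paper's 350 and 128. The 122 and 36 genes of the other fit would not. The counts cannot show which order the paper used, so no cause is concluded.

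For O_2_-IC100 against RA-PBS, the paper's numbers are 248 higher and 284 lower, and all 12 animals gave 0 and 0, with 2183 genes at an unadjusted p under 0.05. DESeq2 with all 12 animals (211) and edgeR without animals 1 and 10 or 3 and 10 (166 and 190) reached the number of higher genes among the alternatives set before the data were examined. Added after seeing the values, the same 5 settings as above reached it with 166 to 276, and 6 DESeq2 pairs with 171 to 321 (animals 1 and 9, 2 and 10, and 3 with each O_2_-IC100 animal). No alternative set before the data were examined reached 284 lower genes. Added after seeing the values, DESeq2 without animal 10 (285), DESeq2 without animals 1 and 10 (294), the Y-linked covariate without animal 10 (213) and 3 DESeq2 pairs (animals 3 and 10, 4 and 9, and 4 and 11, with 229 to 303) reached it.

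The paper's cluster 4 holds about 210 genes in Fig. 10c, read by eye, and the k-means cluster raised in O_2_-PBS only held 11. Its cluster 6 holds about 120 genes in Fig. 10c, read by eye, and the k-means cluster lowered in O_2_-PBS only held 1. The fit without animal 10 (189 and 101) reached both, the other alternatives set before the data were examined did not, and leaving out animals 1 and 10, added after seeing the values, gave 174 and 87. The paper's PC1 holds about 37% and its PC2 about 24% of the variance in Fig. 10a, read by eye, against 58.9% and 13.0% (12.98%). The fit without animal 10 gave 30.45% and 25.92% and scaling each gene to unit variance gave 52.52% and 16.64%, and both reached the paper's values. The 4 pairs left out that include animal 10 gave 35.33 to 37% and 20.06 to 24.7% and reached them as well, and the other alternatives did not.

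The paper states that the genes induced by IC100 in O_2_-exposed retinas belong to extracellular matrix and angiogenesis pathways and the suppressed ones to synapse and GABA pathways. Without animal 10, extracellular matrix organization held 12 of the genes lower in O_2_-IC100 against 2.28 by chance, and GABA receptor activation held 2 of the higher genes against 0.116. With all 12 animals no gene was called, and camera on all tested genes gave adjusted p-values of 0.305 and 0.962 for these sets. The paper describes inflammatory pathways as corrected by IC100, and the median log2 fold change of microglia and macrophage markers against O_2_-PBS was 0.98 with all 12 animals and 0.31 without animal 10. The paper describes clear separation of the groups on PC1 and PC2, and the exact permutation p was 0.0897 with all 12 animals (ratio 0.311), 0.0467 with the variance stabilizing transformation of the same animals and 0.0045 without animal 10 (ratio 1.012). Of the genes the paper places in cluster 4 in its text, Loxl4, Sox9, Pgf, Vim and Itgam were higher in O_2_-IC100 than O_2_-PBS with all 12 animals, with log2 fold changes of 0.11, 0.04, 0.06, 1.37 and 0.06. They were lower without animal 10, with the surrogate variable and with the length and GC correction without animal 10, a setting added after seeing the values. None of the 19 genes of cluster 4 and 9 genes of cluster 6 named in the text passed the thresholds between O_2_-IC100 and O_2_-PBS with all 12 animals. Without animal 10, 9 of the 19 (Col3a1, Fn1, Loxl2, Itgb3, Vim, Agtpbp1, Prss56, Msn and Aoc3) and 1 of the 9 (Cdh18) passed. DESeq2 with all 12 animals called Fn1, Agtpbp1, Prss56 and Aoc3, and the surrogate variable Agtpbp1 and Msn. The length and GC correction without animal 10, added after seeing the values, called Fn1, Loxl2, Itgb3, Prss56, Msn, Aoc3 and Cdh18. Leaving out animals 1 and 10, also added after seeing the values, called 11 of the 19 and 2 of the 9.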

Other observations

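The tests of lens-enriched genes, of the direction over pairs of animals left out, and of animals 1 and 10 by the numbers of genes were chosen only after their results had been seen.

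RA-PBS animals 2 to 4 had 1.29 to 4.65% of their counts on lens crystallin genes, and RA-PBS animal 1 and all O_2_-PBS animals had 0.00317 to 0.0163%. Lens tissue carried over in room-air retinas may account for part of the genes lower in O_2_-PBS. Without animal 10, 127 of the 361 genes called lower that could be compared (35.2%) were at least 4-fold higher in animal 10 than in the other O_2_-IC100 animals, against 9.14% of all tested genes, an odds ratio of 5.8 (two-sided Fisher's exact test, p = 1.85e-43). Of 674 genes called higher, 110 were as well, which lens tissue in room-air retinas does not account for and which weakens this test. With the crystallin level as a covariate, 100% of the 129 genes called higher with all 12 animals passed again, but animal 10 has by far the highest crystallin level there and the covariate raised the number of higher genes to 1292. Without animal 10, 574 of 682 passed again.

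Transcript length and GC content could have biased the comparisons. The slope of the counts on transcript length was -0.0853 to -0.0708 in 3 O_2_-IC100 animals, 0.0129 to 0.140 in O_2_-PBS and -0.1715 to 0.1464 in RA-PBS. After a correction for length and GC content, without animal 10, 67.7% of the calls between O_2_-IC100 and O_2_-PBS remained (107 of 158). Of those between O_2_-PBS and RA-PBS, 94.5% remained (988 of 1046). The median change between O_2_-IC100 and O_2_-PBS of the 60 genes of Fig. 10d became smaller by 12.9% and that of the 30 genes of Fig. 10e by 13.8%. The bias therefore accounts for a minority of these results.

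The sexes may be unequal between the groups. Y-linked genes had over 200 CPM in RA-PBS animals 1 to 3, O_2_-PBS animal 8 and O_2_-IC100 animals 9, 11 and 12, and at most 10.9 CPM in the others. With Y-linked expression as a covariate and animal 10 left out, 19% of the calls between O_2_-IC100 and O_2_-PBS remained (30 of 158), fewer than the limit set for this explanation. All 158 kept their direction, their median absolute log2 change was 0.904 before and 1.0 after, and the median standard error rose from 0.189 to 0.238. The loss of calls therefore came with less precision and not with smaller changes. The median change of the 60 genes of Fig. 10d was -0.80 before and -0.83 after, and that of the 30 genes of Fig. 10e 0.61 and 0.78. Sex therefore remains open for which genes pass the thresholds, while the size of the changes did not fall when it was adjusted for.

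Selecting genes and measuring their return in the same O_2_-PBS animals could inflate the return towards RA-PBS. Without animal 10, the return in held-out animals was 106% of that in the animals used for selection (48.1% against 45.4%). The change by O_2_ (1.008 and 0.8434) and the return (0.4573 and 0.3811) were both smaller in held-out animals, and a percentage of the 2 can show little of an effect that lowers both. With all 12 animals the return was 38.1% against 46.6%, from at most 4 genes per division against 133. Selection is not excluded by these values. With animal 10 left out, more genes were lower than higher between O_2_-IC100 and O_2_-PBS. Whether this direction depends on the animals left out was tested. With DESeq2, 15 of the 16 pairs left out had more lower genes, the exception being animals 4 and 9, and so did all 12 animals (28 higher and 84 lower). All 4 edgeR pairs that called any gene had more lower genes.

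The paper draws 3, 4 and 3 points in Fig. 10a. If RA-PBS animal 1 and O_2_-IC100 animal 10 were the libraries left out there, this pair might come closest to its values. By the variance on PC1 and PC2 this pair ranked 4 of the 16, and animals 4 and 10 ranked 1. By the numbers of genes called with DESeq2 it ranked 1, and with edgeR 2. Animals 4 and 10 ranked 4 with DESeq2 and 1 with edgeR. The 4 pairs with animal 10 held ranks 1 to 4 by each of these measures. PC1 held 35.33 to 37% of the variance in these pairs and at least 61.83% in the pairs that kept animal 10. The paper's PC1 holds about 37%, read by eye. On unscaled log2 CPM these values argue against animal 10 being drawn in Fig. 10a. The RA-PBS animal left out remains unidentified.

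Other splits of the same animals were counted for each number of genes. For O_2_-PBS against RA-PBS with all 12 animals in the model, 1 of the 35 splits of the 8 animals, the real one, gave as many higher genes (129), and 1 of 35 as many lower genes (4); the largest of the others was 1 for both. Without animal 10 these were also 1 of 35 splits for 682 and 1 of 35 for 364, where another split gave 59. For O_2_-IC100 against O_2_-PBS and against RA-PBS the counts of 0 with all 12 animals were reached by 35 of 35 splits in both directions, with 2784 and 2183 genes at an unadjusted p under 0.05. Without animal 10, 1 of 35 splits of the 7 animals gave 36 higher and 1 of 35 gave 122 lower genes between O_2_-IC100 and O_2_-PBS, and the largest others were 2 and 0. For O_2_-IC100 against RA-PBS, 2 of 35 splits gave as many as the 158 higher and 2 of 35 as many as the 103 lower genes, and the other split gave 404 and 448, so these numbers cannot be told apart from a chance arrangement of the animals.

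Of 100 splits drawn from the 12 animals, the real one included, 100 gave at least the 0 genes raised by O_2_ and lowered by IC100 and 100 the 0 genes lowered by O_2_ and raised by IC100, since a 0 is reached by every split; at an unadjusted p under 0.05, 1174 genes differed between O_2_-PBS and RA-PBS and 2784 between O_2_-IC100 and O_2_-PBS. Without animal 10, 1 of 100 splits gave the 98 genes and 1 of 100 the 27 genes. The k-means cluster raised in O_2_-PBS only was as large in 2 of 100 splits and the lowered one in 3 of 100. As many marker sets passed in 2 of 100 splits, with a median of 29, and as many Reactome sets in 1 of 100.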
